# Neutrophil–Hepatic Stellate Cell Interactions Promote Fibrosis in Experimental Steatohepatitis

**DOI:** 10.1016/j.jcmgh.2018.01.003

**Published:** 2018-01-08

**Authors:** Zhou Zhou, Ming-Jiang Xu, Yan Cai, Wei Wang, Joy X. Jiang, Zoltan V. Varga, Dechun Feng, Pal Pacher, George Kunos, Natalie J. Torok, Bin Gao

**Keywords:** Alcohol, High-Fat Diet, Fatty Liver, Reactive Oxygen Species, Inflammation, ALT, alanine aminotransferase, AST, aspartate aminotransferase, cDNA, complementary DNA, *Csf*, colony-stimulating factor gene, CXCL1, chemokine (C-X-C motif) ligand 1, FBS, fetal bovine serum, 4-HNE, 4-hydroxynonenal, G-CSF, granulocyte colony-stimulating factor, GM-CSF, granulocyte-macrophage colony-stimulating factor, IL, interleukin, HFD, high-fat diet, HFD+mB, high-fat diet plus multiple binges, HFD+1B, high-fat diet feeding plus 1 binge of ethanol, HSC, hepatic stellate cell, ICAM-1, intercellular adhesion molecule-1, KO, knockout, MPO, myeloperoxidase, mRNA, messenger RNA, PCR, polymerase chain reaction, RT-PCR, reverse-transcription polymerase chain reaction, ROS, reactive oxygen species, TUNEL, terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick-end labeling, WT, wild-type

## Abstract

**Background & Aims:**

Hepatic infiltration of neutrophils is a hallmark of steatohepatitis; however, the role of neutrophils in the progression of steatohepatitis remains unknown.

**Methods:**

A clinically relevant mouse model of steatohepatitis induced by high-fat diet (HFD) plus binge ethanol feeding was used. Liver fibrosis was examined. *In vitro* cell culture was used to analyze the interaction of hepatic stellate cells (HSCs) and neutrophils.

**Results:**

HFD plus one binge ethanol (HFD+1B) feeding induced significant hepatic neutrophil infiltration, liver injury, and fibrosis. HFD plus multiple binges of ethanol (HFD+mB) caused more pronounced liver fibrosis. Microarray analyses showed that the most highly activated signaling pathway in this HFD+1B model was related to liver fibrosis and HSC activation. Blockade of chemokine (C-X-C motif) ligand 1 or intercellular adhesion molecule-1 expression reduced hepatic neutrophil infiltration and ameliorated liver injury and fibrosis. Disruption of the *p47*^*phox*^ gene (also called *neutrophil cytosolic factor 1*), a critical component of reactive oxygen species producing nicotinamide adenine dinucleotide phosphate-oxidase in neutrophils, diminished HFD+1B–induced liver injury and fibrosis. Co-culture of HSCs with neutrophils, but not with neutrophil apoptotic bodies, induced HSC activation and prolonged neutrophil survival. Mechanistic studies showed that activated HSCs produce granulocyte-macrophage colony-stimulating factor and interleukin-15 to prolong the survival of neutrophils, which may serve as a positive forward loop to promote liver damage and fibrosis.

**Conclusions:**

The current data from a mouse model of HFD plus binge ethanol feeding suggest that obesity and binge drinking synergize to promote liver fibrosis, which is partially mediated via the interaction of neutrophils and HSCs. Microarray data in this article have been uploaded to NCBI’s Gene Expression Omnibus (GEO accession number: GSE98153).

**Summary**

The present study shows that activated hepatic stellate cells produce granulocyte-macrophage colony-stimulating factor and interleukin-15 to prolong the survival of neutrophils. This may serve as a feed-forward signaling loop that promotes steatohepatitis and liver fibrosis in high-fat diet plus binge ethanol–induced steatohepatitis.

Liver disease is one of the leading global health problems, causing significant mortality worldwide. Although various risk factors have been discovered and the disease progression has been well characterized, the underlying mechanisms and therapeutic targets in various forms of liver disease are still elusive. Obesity^1^, ^2^ and alcohol drinking^3^, ^4^ are 2 well-known major risk factors for liver diseases, causing a similar spectrum of liver pathologies from simple fatty liver to more severe forms of liver injury, such as steatohepatitis, cirrhosis, and cancer. These 2 risk factors often co-exist and synergistically promote liver disease progression^5^, ^6^; however, the underlying mechanisms remain obscure. Recently, we developed a clinically relevant mouse steatohepatitis model consisting of 3-month high-fat diet (HFD) feeding plus 1 binge of ethanol (HFD+1B).^7^, ^8^, ^9^ Three-month HFD feeding alone caused obesity and severe fatty liver with a mild increase of serum alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels, but little or no hepatic neutrophil infiltration. Interestingly, acute gavage of a single dose of ethanol induced massive hepatic neutrophil infiltration and liver injury (increase of serum ALT and AST level) in 3-month HFD-fed mice,^7^, ^8^ providing a good model to study the role of neutrophils in liver injury.

Hepatic neutrophil infiltration is a critical pathologic feature in liver damage associated with both obesity and alcohol-related liver diseases.^10^, ^11^, ^12^ Neutrophils are critical components of the innate immune system. Upon infection or tissue injury, neutrophils are rapidly recruited to the infected or injured areas to clear the bacteria or remove damaged cells. However, because of the lack of selectivity, neutrophils also may cause tissue damage along with their beneficial effects on host defense.^12^, ^13^, ^14^ Hepatic neutrophil infiltration is a hallmark of alcoholic steatohepatitis in patients and also is observed in animal models of chronic plus binge ethanol feeding^15^ and HFD+1B feeding.^7^, ^8^ The results of studies using these animal models suggest that neutrophil infiltration contributes to liver injury in steatohepatitis and have identified several mechanisms underlying hepatic neutrophil infiltration in these models.^7^, ^8^, ^15^ For example, HFD+1B feeding highly up-regulated hepatic expression of chemokine (C-X-C motif) ligand 1 (CXCL1),^7^ which is one of the most selective and powerful chemokines to attract neutrophils.^16^ Inhibition of CXCL1 reduced hepatic neutrophil infiltration and ameliorated liver injury induced by HFD+1B feeding.^7^ Moreover, up-regulation of hepatic *Cxcl1* gene expression in HFD-fed mice by acute ethanol binge is partially mediated via the inhibition of hepatic peroxisome proliferator-activated receptor γ, a negative regulator for *Cxcl1* gene expression.^8^ Although HFD feeding and acute binge ethanol together are known to synergistically induce hepatic neutrophil infiltration and hepatocellular damage, whether this combined challenge also induces liver fibrosis remains unknown.

Liver fibrosis is the scarring process after liver injury, which may progress to cirrhosis and liver cancer.^17^, ^18^ Hepatic stellate cells (HSCs) are the major cell type responsible for liver fibrogenesis by producing matrix proteins during chronic liver injury.^17^, ^19^ In the quiescent state, HSCs store retinol inside their lipid droplets. During chronic liver inflammation and injury, HSCs become activated, lose lipid droplets, and differentiate into myofibroblasts, which express smooth muscle actin and various types of collagen proteins, resulting in extracellular matrix deposition and fibrosis. Over the past 4 decades, a large number of inflammatory mediators have been identified to control HSC activation.^18^ For example, activation of natural killer cells has been well documented to inhibit liver fibrosis by directly killing activated HSCs and producing interferon-γ that induces HSC apoptosis and cell-cycle arrest^20^; whereas neutrophils likely promote liver fibrosis by inducing hepatocellular damage and HSC activation via the production of reactive oxygen species (ROS).^18^ However, the exact functions of neutrophils in liver fibrogenesis in steatohepatitis have not been studied because of a lack of an animal model that recapitulates human steatohepatitis with significant neutrophil infiltration. The mouse model of steatohepatitis induced by HFD+1B feeding possesses several interesting features, including severe steatosis, a high increase of serum ALT and AST levels, and significant neutrophil infiltration in the liver.^7^, ^8^ In the current study, we performed microarray analyses using this model and found that the most robustly activated signaling pathway in the liver is related to liver fibrosis and HSC activation. Furthermore, we examined the role of neutrophils in liver fibrogenesis *in vivo* in this model, and also performed *in vitro* co-culture experiments to analyze the reciprocal interaction between neutrophils and HSCs. The data showed that apart from the already known effect of neutrophils on promoting HSC activation, activated HSCs enhanced the survival of neutrophils by producing granulocyte-macrophage colony-stimulating factor (GM-CSF) and interleukin (IL)15, thereby exacerbating liver inflammation.

## Materials and Methods

### Mice

Male C57BL/6J, intercellular adhesion molecule-1 (*Icam-1*)^-/-^, and *p47*^*phox*-/-^ mice were purchased from the Jackson Laboratories (Bar Harbor, ME) and housed in a temperature-controlled, 12-hour light/12-hour dark room. *Cxcl1*^-/-^ mice on a C57BL/6 background were kind gifts from Dr Sergio Lira (Mount Sinai, NY) and were further back-crossed into a C57BL/6J background for 5 more generations at the National Institute on Alcohol Abuse and Alcoholism animal facility, with C57BL/6J mice being used as wild-type (WT) controls. In some experiments, heterozygous breeding of *Cxcl1*^+/-^ mice was performed to obtain *Cxcl1*^-/-^ and littermate WT controls. Animal care was in accordance with the guidelines of the National Institutes of Health. The animal experiments were approved by the National Institute on Alcohol Abuse and Alcoholism Animal Care and Use Committee.

### HFD+1B or HFD-Plus-Multiple Binges of Ethanol Feeding Model

The HFD+1B feeding model in mice was described previously.^7^, ^9^ Briefly, mice were fed with an HFD diet (60% of calories as fat, catalog no. D12492; Research Diets, New Brunswick, NJ) for 3 months. For single-dose ethanol treatment, the 3-month HFD-fed mice were given 5 g/kg ethanol as a 53% ethanol solution in water by oral gavage, and were killed 9 hours later. For the maltose control group, the 3-month HFD-fed mice were given isocaloric dextrin-maltose by oral gavage, and were killed 9 hours later.

For multiple ethanol binges, the 3-month HFD-fed mice were given 5 g/kg ethanol as a 53% ethanol solution in water by oral gavage twice a week for a total of 8 times during an additional month of HFD feeding, and the mice were killed 9 hours later after the last gavage. For the maltose control group, the 3-month HFD-fed mice were given isocaloric dextrin-maltose by oral gavage twice a week for a total of 8 times during an additional month of HFD feeding, and the mice were killed 9 hours later after the last maltose gavage. The HFD plus multiple binges (HFD+mB) (5 g/kg ethanol) model has a high mortality with approximately 80% in C57BL/6N mice and approximately 30% in C57BL/6J mice, which has been described in detail by Gao et al.^9^

### Microarray Analyses of Mouse Liver Samples

Total RNAs were isolated from liver tissues of mice fed with chow diet plus 1 maltose binge (chow) (n = 4), chow diet plus 1 ethanol binge (1B) (5 g/kg, n = 4), 3-month HFD plus 1 maltose binge (HFD group) (n = 4), and 3-month HFD plus 1 ethanol binge (HFD+1B) (5 g/kg, n = 5). For each sample, 10 μg RNA samples were used for complementary DNA (cDNA) synthesis (SuperScript Double-Stranded cDNA Synthesis Kit; Thermo Fisher Scientific, Inc, Waltham, MA) and coupled with dye. A MiniElute polymerase chain reaction (PCR) purification kit (Qiagen, Germantown, MD) was used to purify dye-coupled cDNAs. The cDNA then was hybridized to an Agilent 44K mouse 60-meroligo microarray (Agilent Technologies, Santa Clara, CA). The data were analyzed with the Genespring GX software package (Agilent Technologies). Ingenuity Pathway Analysis was used to process 5 interactive Venn diagrams and gene function analyses. Full microarray data have been uploaded to NCBI’s Gene Expression Omnibus (GEO accession number: GSE98153).

### Histopathologic Analysis

Liver tissues were fixed in 10% formalin and embedded in paraffin. The 4-μm sections were further stained with H&E, Sirius Red, and Masson Trichrome (Sigma-Aldrich, St. Louis, MO). Immunohistochemical staining for myeloperoxidase (MPO) was performed with prediluted rabbit anti-MPO polyclonal antibody (cat number: PP-023 AA; Biocare Medical, LLC, Concord, CA) and a rabbit ABC staining kit (Vector Laboratories, Inc, Burlingame, CA) followed by hematoxylin staining. Immunohistochemical staining for 4-hydroxynonenal (4-HNE) was performed with mouse monoclonal anti–4-HNE antibody (Institute for the Control of Aging, Nikken SEIL Co, Fukuroi, Shizuoka, Japan) and a Mouse-on-Mouse Impress staining kit (Vector Laboratories, Inc) followed by hematoxylin staining. Immunofluorescence microscopy analysis was performed with a confocal system from Zeiss (Thornwood, NY). Terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick-end labeling (TUNEL) staining was performed with an ApopTag Peroxidase In Situ Apoptosis Detection Kit (Millipore, Billerica, MA). Anti-MPO and anti-desmin (Dako, Glostrup, Demark) antibodies were used with Alexa Fluor 488– or Alexa Fluor 555–conjugated antibodies (Cell Signal Technology, Danvers, MA) for immunofluorescent staining. Hoechst 33342 (Sigma, St. Louis, MO) was used for the detection of DNA in nucleus. For quantification of Sirius Red–positive staining, at least 5 random images were taken from each mouse. The percentage of Sirius Red–positive area was determined with ImageJ software (National Institutes of Health, Bethesda, MD).

### Biochemical Assays

Serum ALT and AST levels were tested with a Catalyse Dx Chemistry Analyzer (IDEXXX Laboratories, Inc, Westbrook, ME). Hepatic collagen contents were measured by analyzing the concentration of hydroxyproline, with commercial kits from BioVision (Milpitas, CA) following the manufacturer's instructions.

### Isolation of Hepatocytes and HSCs

Primary hepatocytes and HSCs were isolated and cultured as previously described.^21^ Briefly, mice were anesthetized with sodium pentobarbital (30 mg/kg intraperitoneally) and the portal vein was cannulated. The livers were perfused with ethylene glycol-bis(β-aminoethyl ether)-*N,N,N′,N′*-tetraacetic acid solution (5.4 mmol/L KCl, 0.44 mmol/L KH_2_PO_4_, 140 mmol/L NaCl, 0.34 mmol/L Na_2_HPO_4_, 0.5 mmol/L ethylene glycol-bis(β-aminoethyl ether)-*N,N,N′,N′*-tetraacetic acid, and 25 mmol/L Tricine, pH 7.2) followed by 0.075% type I collagenase (Sigma) in Gey's Balanced Salt Solution (Sigma). After an additional digestion step with 0.009% collagenase at 37°C agitation for 30 minutes, hepatocytes were separated with 25*g* centrifugation for 5 minutes at room temperature. The precipitated hepatocytes were cultured in Dulbecco's modified Eagle medium with 10% fetal bovine serum (FBS) on collagen-coated plates from Corning (Corning, NY). The supernatant was centrifuged further at 400*g* for 10 minutes at 4°C. The cell pellet was suspended in 11.5% OptiPrep and loaded carefully with Gey's Balanced Salt Solution. After centrifugation at 1400*g* for 20 minutes at 4°C, the interface fraction was collected and further washed with Gey's Balanced Salt Solution twice. The finally collected HSCs were cultured further in RPMI-1640 medium containing 10% FBS and 10% horse serum.

### Isolation of Neutrophils

Neutrophils were obtained from the bone marrow of 8-week-old male C57B6/J mice with a neutrophil isolation kit (Miltenyi, San Diego, CA). The cell purity was more than 95%. The cells were further subject to culture.

### Co-culture of Neutrophils and HSCs

HSCs were isolated and cultured in RPMI-1640 medium with 10% FBS and 10% horse serum. One day or 5 days later, the isolated neutrophils were added (1 × 10^6^ cells per well of a 12-well-plate). The live neutrophil number was determined by using Trypan Blue staining 1–4 days later. The neutrophils were analyzed further with Wright-Giemsa staining (Sigma-Aldrich) and TUNEL staining (Millipore, Cleveland, OH). The HSC conditioned medium was prepared 24 hours after the refreshment of the medium of the 5-day cultured HSCs. When indicated, neutralizing antibodies against GM-CSF (cat number: MAB415-100; R&D, Minneapolis, MN) and IL-15 (cat number: AF447-SP; R&D) were applied to the co-culture system.

### Engulfment Experiment

Bone marrow neutrophils and HSCs were isolated from the same mice. Neutrophils were fluorescently labeled with 5-Carboxytetramethylrhodamine Succinimidyl Ester (Molecular Probes, Inc, Eugene, OR) 10 μmol/L for 30 minutes at 37°C before induction of apoptosis by UV light (0–100 mJ/cm^2^ for 142 s). After 24 hours, the floating apoptotic bodies were collected by centrifugation at 2000*g* for 4 minutes and resuspended in Dulbecco's modified Eagle medium. HSCs were synchronized at 4°C for 10 minutes, then incubated for 24 hours at 37°C with fluorescent apoptotic bodies. Approximately 900 apoptotic bodies/mL were used for these experiments. Engulfment of fluorescent apoptotic bodies was studied by fluorescent microscopy; cells in 5 different fields were counted, and the ratio of engulfed apoptotic bodies was calculated.

### Enzyme-Linked Immunosorbent Assay Analysis of GM-CSF

The concentration of GM-CSF in the culture supernatant of HSCs was measured with a GM-CSF enzyme-linked immunosorbent assay kit (R&D) according to the manufacturer's instructions.

### Real-Time Quantitative PCR

Liver tissue or cell culture samples underwent total RNA extraction with TRIzol Reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions, followed by cDNA synthesis using the High-Capacity cDNA Reverse Transcription Kit (Applied Systems, Foster City, CA). Real-time PCR analysis of gene expression was performed with the ABI PRISM 7500 Real-time PCR system (Applied Biosystems). The reaction mixture contained 3 μL cDNA (equal to 50 ng RNA), 0.5 μmol/L forward and reverse primers, and 10 μmol/L SYBR Green Master Mix (Abm, Ontario, Milton, Canada) adjusted to a total of 20 μL. Amplification was performed at 50°C for 2 minutes, 95°C for 10 minutes, followed by 40 cycles at 95°C for 15 seconds, and 60°C for 1 minute followed by melting curve profiling to confirm specificity. Target gene expression levels were calculated with normalization to 18S followed by a comparative cycle threshold Ct method (2-ΔΔCt). The primer sequences are shown in Table 1.

**Table 1:** Real-Time Quantitative PCR Primer Sequence Used in the Present Study

Gene name	Forward	Reverse
*Acta2* (encodes α-SMA)	TCCTGACGCTGAAGTATCCGATA	GGTGCCAGATCTTTTCCATGTC
*collagen 1a1*	TAGGCCATTGTGTATGCAGC	ACATGTTCAGCTTTGTGGACC
*collagen 1a2*	GGTGAGCCTGGTCAAACGG	ACTGTGTCCTTTCACGCCTTT
*collagen 3a1*	TAGGACTGACCAAGGTGGCT	GGAACCTGGTTTCTTCTCACC
*collagen 4a1*	CACATTTTCCACAGCCAGAG	GTCTGGCTTCTGCTGCTCTT
*collagen 5a2*	CATGGAGAAGGTTTCCAAATG	AAAGCCCAGGAACAAGAGAA
*collagen 12a1*	TGAGGTCTGGGTAAAGGCAA	GTATGAGGTCACCGTCCAGG
*Ly6g*	TGCGTTGCTCTGGAGATAGA	CAGAGTAGTGGGGCAGATG
*Csf2* (encodes GM-CSF)	CTGCTCTTCTCCACGCTACTG	GAGACTCGCCGGTGTATCC
*Csf3* (encodes G-CSF)	CTGATCTTCTTGCTACTCCCCA	GGTGTAGTTCAAGTGAGGCAG
*IL3*	GGGATACCCACCGTTTAACCA	AGGTTTACTCTCCGAAAGCTCTT
*IL15*	ACATCCATCTCGTGCTACTTGT	GCCTCTGTTTTAGGGAGACCT
*Egf*	AGCATCTCTCGGATTGACCCA	CCTGTCCCGTTAAGGAAAACTCT
*Hgf*	ATGTGGGGGACCAAACTTCTG	GGATGGCGACATGAAGCAG
*IL17a*	TTTAACTCCCTTGGCGCAAAA	CTTTCCCTCCGCATTGACAC
*IL17f*	TGCTACTGTTGATGTTGGGAC	AATGCCCTGGTTTTGGTTGAA
*Ly6g*	TGCGTTGCTCTGGAGATAGA	CAGAGTAGTGGGGCAGATGG
18s	GTAACCCGTTGAACCCCATT	CCATCCAATCGGTAGTAGCG

α-SMA, α-smooth muscle actin; Egf, epidermal growth factor; G-CSF, granulocyte colony-stimulating factor; Hgf, hepatocyte growth factor.

### Statistical Analysis

Data are shown as means ± SEM. Data from 2 groups were compared with an unpaired *t* test. Data from multiple groups were compared with 1-way analysis of variance followed by the Tukey post hoc test. *P* < .05 was considered a significant difference.

### Data

All authors had access to the study data and reviewed and approved the final manuscript.

## Results

### Microarray Analyses Show Strong Activation of Fibrosis and Neutrophilic Pathways in the Liver From Mice With HFD+1B Ethanol Challenge

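The array data come from 1 liver sample of each of 17 mice: 4 fed chow and given maltose (chow), 4 fed chow and given 1 gavage of ethanol at 5 g/kg (1B), 4 fed HFD and given maltose (HFD), and 5 fed HFD and given the ethanol gavage (HFD+1B). Feeding lasted 3 months, and livers were taken 9 hours after the gavage. The methods name C57BL/6J mice, and the sample labels C57BL/6N. Liver cDNA labeled with Cy5 was hybridized on an Agilent mouse oligonucleotide array together with Cy3-labeled reference RNA common to all arrays, without a dye swap. The arrays lay on 5 slides that each held several groups, and they were scanned on 1 day. From the deposited scanner intensities, signals were corrected for background, and the log2 ratio of liver to reference was normalized by loess within each array. Of 41174 non-control probes, 34650 were tested, those with a Cy5 signal well above background on at least 4 arrays and a value in every group, which stand for 19354 genes. Group means were compared with limma in 1 fit of all 17 arrays, with 13 residual degrees of freedom. A probe was counted as changed at a fold change of at least 2 with an unadjusted p of 0.05 or less, the thresholds printed in Fig. 1B, and Benjamini-Hochberg adjusted p values over all probes tested are given beside them. The median Cy5 signal of an array was 99 to 138 intensity units in chow, 69 to 134 in 1B, 63 to 98 in HFD, and 90 to 158 in HFD+1B. The share of probes well above background in Cy5 had a median of 78.2%, 79.9%, 77.4%, and 80.8% in these groups.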

We previously showed that 3-month HFD+1B induced significant liver injury, as shown by marked increases of serum ALT and AST levels.^7^, ^8^ To further understand the underlying molecular mechanisms, we analyzed hepatic gene expression by microarray in this model. Heat map (Figure 1*A*) and interactive Venn diagram (Figure 1*B*) analyses showed great differences in gene expression profile in various groups. 

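Compared with chow, 296 of the 34650 probes tested were changed at least 2-fold in 1B (184 higher, 112 lower), 555 in HFD (146 higher, 409 lower), and 853 in HFD+1B (519 higher, 334 lower). With a Benjamini-Hochberg adjusted p from limma in place of the unadjusted p, the counts were 171 higher and 100 lower in 1B, 132 and 392 in HFD, and 516 and 331 in HFD+1B. At the adjusted threshold without a fold threshold, 638 probes were higher and 618 lower in 1B, 1343 and 2114 in HFD, and 2701 and 2420 in HFD+1B. With slide as a block, 318, 540, and 826 probes changed at least 2-fold, and 283, 501, and 801 of these were also called without the block. Among probes that were higher than in chow, 31 were shared by all 3 comparisons, 74 by 1B and HFD+1B alone, 71 by HFD and HFD+1B alone, and 3 by 1B and HFD alone, whereas 343 were higher in HFD+1B only, 76 in 1B only, and 41 in HFD only. Among lower probes, the corresponding counts were 22 in all 3, 55, 68, and 5 in the pairs, and 189 in HFD+1B only, 30 in 1B only, and 314 in HFD only. All 3 comparisons use the same chow arrays: in 100 simulated data sets of unchanged groups compared with 1 set of chow arrays, at most 2 higher and 9 lower probes were shared by all 3. The 3 higher and 5 lower probes shared by 1B and HFD alone did not exceed their simulated maxima, 6 and 6. Without HFD mouse 3, 20 higher probes were shared by all 3. Of 7738 genes with more than 1 probe tested, 319 were called in HFD+1B on at least 1 probe and 93 on all of them, and 0 genes were called in both directions. In a principal component analysis of 32804 probes without missing values, the first component held 25.7% and the second 23.0% of the variance. The 5 HFD+1B mice had first-component scores of 30.9 to 52.6, the chow mice of -30.1 to -27.4, and the 8 other mice lay between them, whereas the 4 HFD mice had the lowest scores of the second component, -60.0 to -20.3. Of the alternatives set before the data were examined, the largest ratio of a count in a single comparison with chow to its main value came with the authors' table of log2 ratios, under which 967 probes were higher in HFD in place of 146. A threshold of 1.5-fold moved both counts in 1B (597 higher, 537 lower) and both in HFD+1B (1574 and 1165) further than that table did.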

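In HFD+1B compared with chow, the genes with the largest rises, among those measured above background on all 17 arrays, were Lcn2 (log2 difference 6.17, SE 0.72, adjusted p 1.55e-05 in limma), Saa2 (5.24, SE 1.03, adjusted p 0.00182), Apoa4 (5.22, SE 0.40, adjusted p 4.29e-07), Mt2 (5.14, SE 0.56, adjusted p 8.63e-06), and Saa3 (5.09, SE 1.01, adjusted p 0.00194). The mean log2 ratio of Lcn2 to the reference was -5.20 (SD 0.83) in 4 chow, -1.91 (SD 1.44) in 4 1B, -2.18 (SD 1.93) in 4 HFD, and 0.97 (SD 0.47) in 5 HFD+1B mice, and 1 HFD mouse reached 0.71. Apoa4 was as high in HFD as in HFD+1B, with a log2 difference of -0.05 between them (SE 0.43, adjusted p 0.953). Saa2 and Saa3 kept their rise but had adjusted p values of 0.0709 and 0.0693 under the methods' analysis of variance with the Tukey test, the highest over all settings. These are Benjamini-Hochberg adjusted over all probes, an adjustment that the methods do not name. The largest falls were in Keg1 (log2 difference -3.59, SE 0.34, adjusted p 2.68e-06), Cyp2c54 (-3.23, adjusted p 3.13e-05), Slco1a1 (-3.21, adjusted p 1.21e-04), Cyp7b1 (-2.93, adjusted p 8.09e-06), and Cyp2c37 (-2.81, adjusted p 3.26e-04), of which the last rests on only 1 HFD+1B and 2 chow arrays, since its spots were marked as outliers by the scanner software on the others, so its p value assumes that HFD+1B mice vary as the other groups do. These rises and falls are the largest among genes whose HFD+1B mice with a value all lay on 1 side of every chow mouse. That separation was thus a condition of the choice and not a result. Of the 519 probes higher in HFD+1B than in chow, 105 were also higher in 1B and 102 in HFD, and of the 334 lower probes, 77 and 90. Over the other settings tried for single genes and the 17 fits that each left out 1 mouse, the log2 difference of Lcn2 stayed between 5.78 and 6.47, and that of Keg1 between -3.89 and -3.33.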

Because HFD+1B challenge synergistically induced severe liver injury and liver inflammation whereas HFD or 1B alone only induced very mild liver injury, we further performed the pathway analyses in the differential expression genes of HFD+1B vs chow-fed mice. 

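Gene lists written by hand for the themes of the pathways in Fig. 1C were compared between HFD+1B and chow with camera in limma, at 1 probe per gene, with p values adjusted over 105 tests (21 lists in 5 comparisons). The members of the pathways themselves are not printed in the paper. The list for hepatic fibrosis and HSC activation (105 genes) was higher in HFD+1B, with a mean log2 difference of 0.37 (adjusted p 9.81e-06), and 70 of its genes were higher and 35 lower. At an adjusted p of 0.05 or less over all probes, 39 of its genes were higher and 7 lower, and 45 and 8 when the adjustment covered the list alone, and 17 were higher and 3 lower at least 2-fold. The matrix list rose by 0.48 (adjusted p 2.89e-08, 41 of 47 genes higher) and the collagen list by 0.30 (adjusted p 0.0184, 32 of 41 higher). Ordered by p, the xenobiotic enzyme list (mean -0.70, adjusted p 4.37e-16, 51 of 64 genes lower) and the acute phase list (mean 1.47, adjusted p 6.46e-10, 33 of 42 higher) came before the matrix and the hepatic fibrosis lists, which were the third and the fourth. By Fisher's exact test of each list among the 587 genes changed at least 2-fold, the order was acute phase, xenobiotic enzymes, and hepatic fibrosis (odds ratio 7.75, adjusted p 9.44e-10). The LXR/RXR list had a mean of 0.29 and did not pass in camera (adjusted p 0.19), but passed in Fisher's test (adjusted p 1.24e-07) and in fry, the self-contained test of limma (adjusted p 0.0393), and in camera without HFD+1B mouse 1 (0.35, adjusted p 0.0415). Of the 10 LXR/RXR genes counted in Fisher's test, which takes no account of direction, 6 were higher and 4 lower. Lists overlap: hepatic fibrosis shares 11 genes with the collagens and 6 each with the matrix and acute phase lists. Large rises in the hepatic fibrosis list included Cd14 (log2 difference 3.85, SE 0.47, adjusted p 2.49e-05) and Col1a1 (2.19, SE 0.43, adjusted p 0.00203, 4 HFD+1B mice with a value). Acta2 rose by 1.15 on its brightest probe (SE 0.16, adjusted p 1.25e-04, 5 of 5 HFD+1B mice above all chow mice with a value), whereas its 3 dimmer tested probes changed by -0.07, 0.08, and 0.02. Col1a2 rose by 1.37 (SE 0.35, adjusted p 0.0117) and Col3a1 by 1.17 (SE 0.21, adjusted p 9.17e-04). Camera assumed a correlation of 0.01 between the genes of a list. With the correlation estimated for each list, the adjusted p of the hepatic fibrosis list was 0.292, the highest over its settings and the alternative that moved these tests furthest.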

The results showed that the most strongly increased signal pathway was related to hepatic fibrosis and HSC activation (Figure 1*C*), suggesting a robust hepatic fibrogenic process in this model.

**Figure 1:**
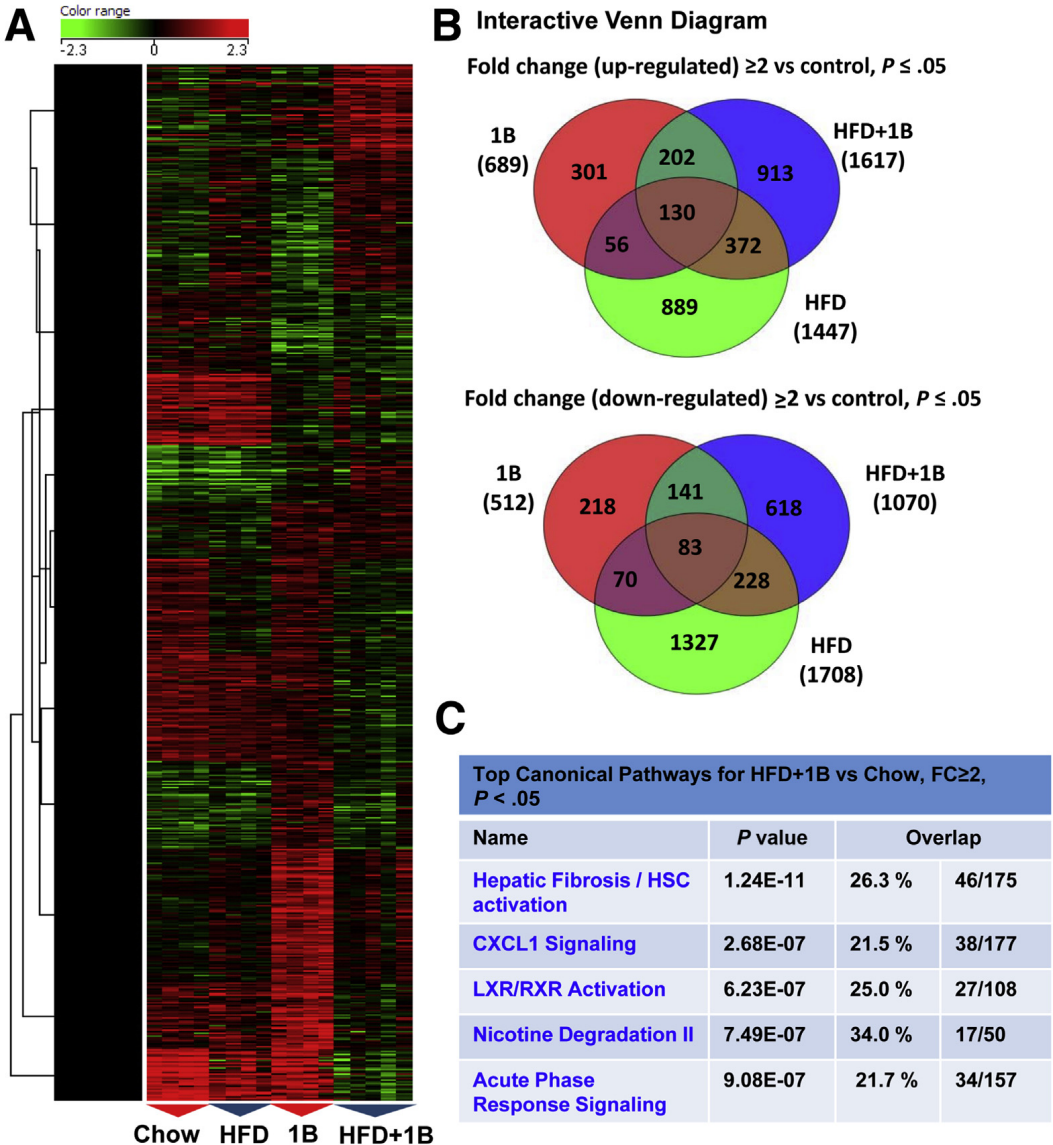
**Acute ethanol binge and 3-month HFD feeding synergistically activate hepatic fibrosis and neutrophilic pathways.** Microarray analysis was performed in the liver tissues from mice subjected to chow diet plus maltose gavage (chow), acute ethanol binge (5 g/kg, 1B), high-fat diet plus maltose gavage (HFD), or HFD-plus-ethanol binge (HFD+1B). (*A*) Heat map and (*B*) interactive Venn diagram analyses for genes showing ≥2 fold up-regulation or down-regulation compared with control in microarray data were shown. (*C*) Top 5 most highly increased pathways in HFD+1B vs chow control mice were listed. N = 4–5 in each group. LXR, liver X receptor; RXR, retinoid X receptor.

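Synergy was tested as the interaction: the ethanol effect on HFD (HFD+1B minus HFD) minus the ethanol effect on chow (1B minus chow), on the log2 scale. A positive value means more than the product of both fold changes. The paper sets no scale for synergy. Effects that are more than additive in intensity need not have an interaction on the log2 scale. At an adjusted p of 0.05 or less in limma, 870 of 34650 probes had a positive and 556 a negative interaction, and 457 probes were higher and 151 lower in HFD+1B than in HFD at least 2-fold. With slide as a block 2054 probes had an interaction, of which 1299 were among these 1426. Leaving out chow mouse 4 lowered the counts to 403 positive and 264 negative interactions, and they were 1652 and 162 with median centring in place of loess and 273 and 44 with Cy5 alone. With the ribosomal RNA signal of each array as a covariate, an alternative chosen after the data had been seen and nearly collinear with the HFD group, they were 0 and 0. The hepatic fibrosis list had a group mean, relative to chow, of 0.06 (SD 0.03) in 1B, 0.16 (SD 0.02, adjusted p 0.0184 against chow) in HFD, and 0.37 (SD 0.10) in HFD+1B. Its mean difference between HFD+1B and HFD was 0.20 (adjusted p 0.0243 in camera, 68 of 105 genes higher), but it no longer passed when HFD+1B mouse 4 (0.16, adjusted p 0.0947) or 1 of 3 other mice was left out. Its interaction was 0.14 (adjusted p 0.186). The collagen list had means of -0.01, 0.20, and 0.30, and its interaction was 0.10 (adjusted p 0.42). The neutrophil list (34 genes) had means of 0.09 (SD 0.08), 0.05 (SD 0.11), and 0.23 (SD 0.05), and an interaction of 0.09 (adjusted p 0.41). In HFD+1B against chow it had 20 genes higher and 14 lower, a median of 0.08, and an adjusted p of 0.0535 in camera and 0.0117 in fry. It passed in camera with slide as a block (0.25, adjusted p 0.0374), without chow mouse 1 (0.27, adjusted p 0.0272), and in 4 other fits that left out 1 mouse. The neutrophil recruitment list (24 genes) had means of 0.15, 0.18, and 0.50, an adjusted p of 0.0179 for HFD+1B against chow, where its median was 0.12 and Lcn2 (6.17) made up much of the mean, and an interaction of 0.16 (adjusted p 0.0873 in camera, 0.0163 in fry). Of single genes, Acta2 was higher in HFD+1B than in HFD by 1.41 (SE 0.15, adjusted p 2.8e-05, 5 of 5 mice above all HFD mice), and its interaction of 0.76 had an adjusted p of 0.0684, of 0.0277 with slide as a block, of 0.0431 without 1B mouse 1, and of 0.0165 to 0.999 over the other settings. Cxcl1 was higher by 1.72 (SE 0.39, adjusted p 0.0057, 5 of 5 mice), with an interaction of 0.78 (adjusted p 0.489). Col1a1 and Col3a1 differed between HFD+1B and HFD by -0.18 (adjusted p 0.824) and 0.11 (adjusted p 0.785), and were higher in HFD than in chow by 2.37 (adjusted p 0.00277) and 1.07 (adjusted p 0.00617). These values are of the brightest probe of each gene, and dimmer probes differed from them: between HFD+1B and HFD, 0.32, 0.09, and -0.06 for Acta2, 0.11 (adjusted p 0.886) and 1.37 (adjusted p 0.0496) for Col1a1, and 0.73 (adjusted p 0.0549) and -0.15 (adjusted p 0.188) for Col3a1. S100a8 was well above background on 0 of 4 chow arrays and at least 2.63-fold higher in HFD+1B, and 0.91 higher on the log2 scale in HFD+1B than in HFD (adjusted p 3.37e-05). Genes of the hepatic fibrosis list with an interaction that passed included Agt (1.32, adjusted p 0.0383) and Klf6 (1.17, adjusted p 0.0209), whereas that of Cd14 was larger and did not pass (2.41, adjusted p 0.0566). Agt lost the call in most of the 17 fits that left out 1 mouse, for example without chow mouse 1 (1.34, adjusted p 0.0672). From the ranking of pathways in HFD+1B against chow (Fig. 1C), the paper proposes a fibrogenic process in this model, and the legend states that binge ethanol and HFD act in synergy on fibrosis and neutrophil pathways.

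**Figure D1:**
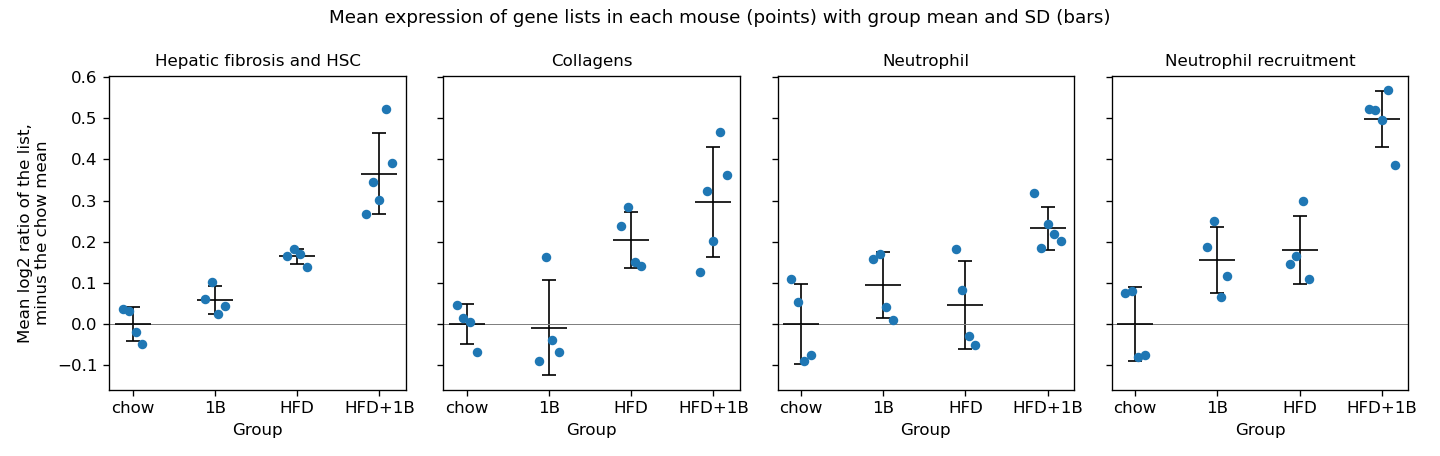
Mean log2 ratio of 4 gene lists in each mouse, minus the mean of the chow mice: hepatic fibrosis and HSC activation, collagens, neutrophil, and neutrophil recruitment. Points are mice (4 chow, 4 1B, 4 HFD, and 5 HFD+1B); horizontal bars are group means and vertical bars the SD. Missing values were filled with the mean of the group.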

### HFD+1B/mB Ethanol Challenge Induces Liver Fibrosis in Mice

Liver fibrosis was further confirmed by Sirius Red, Masson Trichrome staining, and reverse-transcription PCR (RT-PCR) analyses of fibrogenic genes. As illustrated in Figure 2*A* and *B*, a more pronounced chicken wire fibrosis was shown by Sirius Red or Masson Trichrome staining in the HFD+1B compared with chow or HFD groups, whereas body weight gain was comparable between these 2 groups. Real-time PCR analyses in Figure 2*C* showed that the HFD+1B group had higher expression levels of fibrosis-related genes, including multiple collagen genes and α-smooth muscle actin (*Actn2*) compared with chow or HFD group. Surprisingly, hepatic collagen levels were slightly increased in the HFD+1B group compared with the HFD group, but did not reach statistical difference (data not shown), which is probably because high basal levels of collagen in the liver structure overwhelmed the mild increase of collagen observed in this mild liver fibrosis model of HFD+1B feeding.

**Figure 2:**
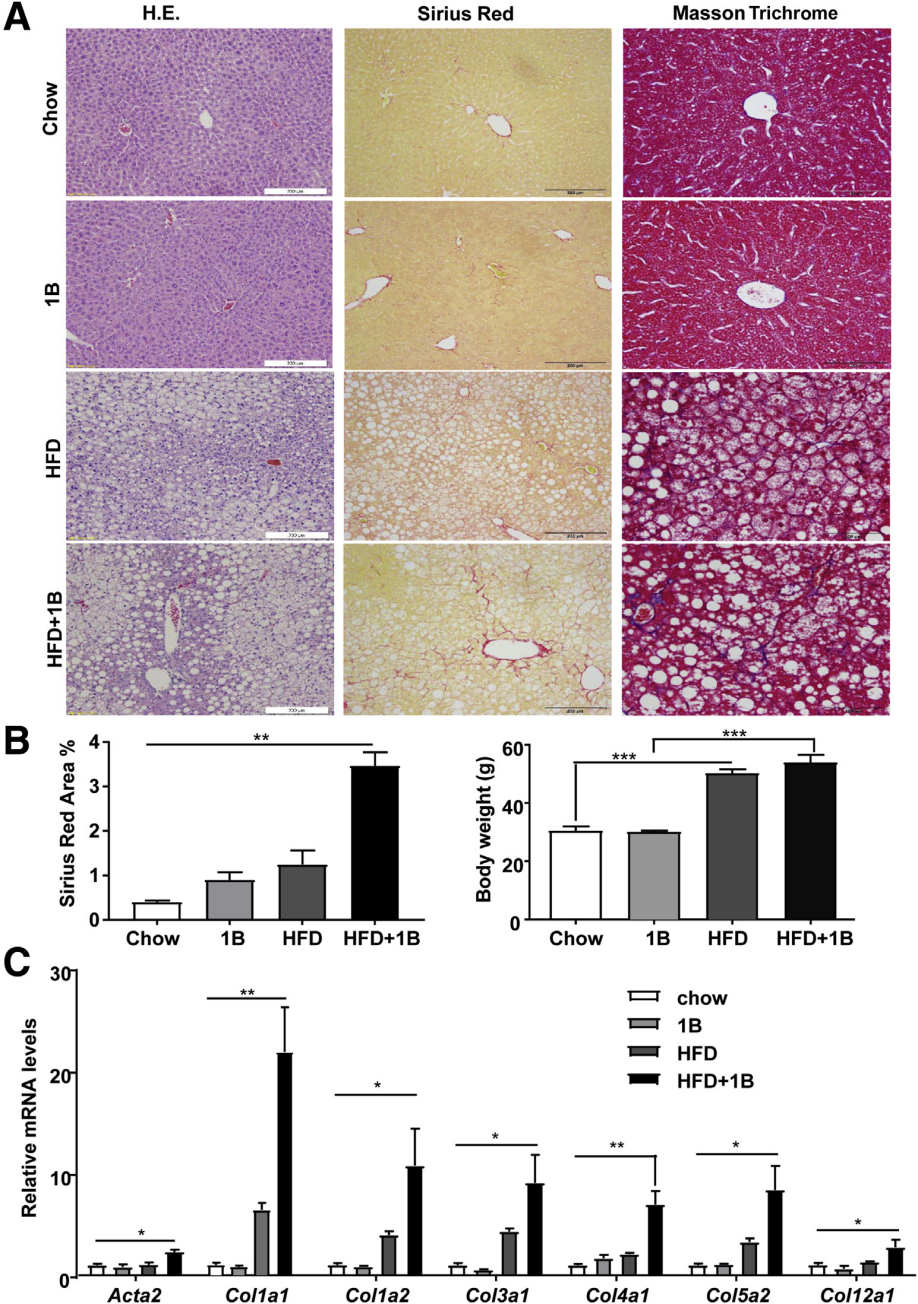
**HFD-plus-one binge ethanol challenge induces liver fibrosis.** Mice were subject to chow diet plus maltose gavage (chow), acute ethanol binge (5 g/kg, 1B), high-fat diet plus maltose gavage (HFD), or HFD-plus-ethanol binge (HFD+1B). Mice were euthanized 9 hours after gavage, and then liver samples were collected and analyzed. (*A*) Representative images of H&E staining, Sirius Red and Masson Trichrome staining of liver tissues. (*B*) Sirius Red–positive area was quantified, and body weight was measured. (*C*) Liver tissues were collected for quantitative RT-PCR analyses of fibrogenic genes. N = 6–7 in each group. *P < .05, **P < .01, ***P < .001.

Because liver fibrosis is typically a chronic pathologic process in response to repeated or sustained injury, we performed HFD+mB ethanol gavages. As shown in Figure 3*A*, HFD+mB ethanol binges caused significant liver fibrosis, as shown by Sirius Red and Masson Trichrome staining. Moreover, serum ALT and AST levels and hepatic collagen contents were higher in the HFD+mB group than in the HFD-plus-multiple maltose binges group (Figure 3*B*); whereas body weight was comparable between these 2 groups (Figure 3*C*). HFD+1B and HFD+mB mice had approximately 3-fold and 6-fold increases in Sirius Red–positive area, respectively, compared with their HFD+maltose groups (Figures 2*B* and 3*B*), suggesting that HFD+mB mice had higher levels of liver fibrosis than HFD+1B mice. Interestingly, quantitative RT-PCR analyses of the neutrophil marker *Ly6g* messenger RNA (mRNA) showed that hepatic neutrophils were increased much higher in HFD+1B compared with those in HFD+mB mice (Figure 3*D*). These results indicate that acute binge ethanol highly increased hepatic neutrophil infiltration in HFD-fed mice, while chronic binges of ethanol caused less hepatic neutrophil infiltration in these mice, which may be because the multiple binge model has passed the peak neutrophil infiltration phase.

**Figure 3:**
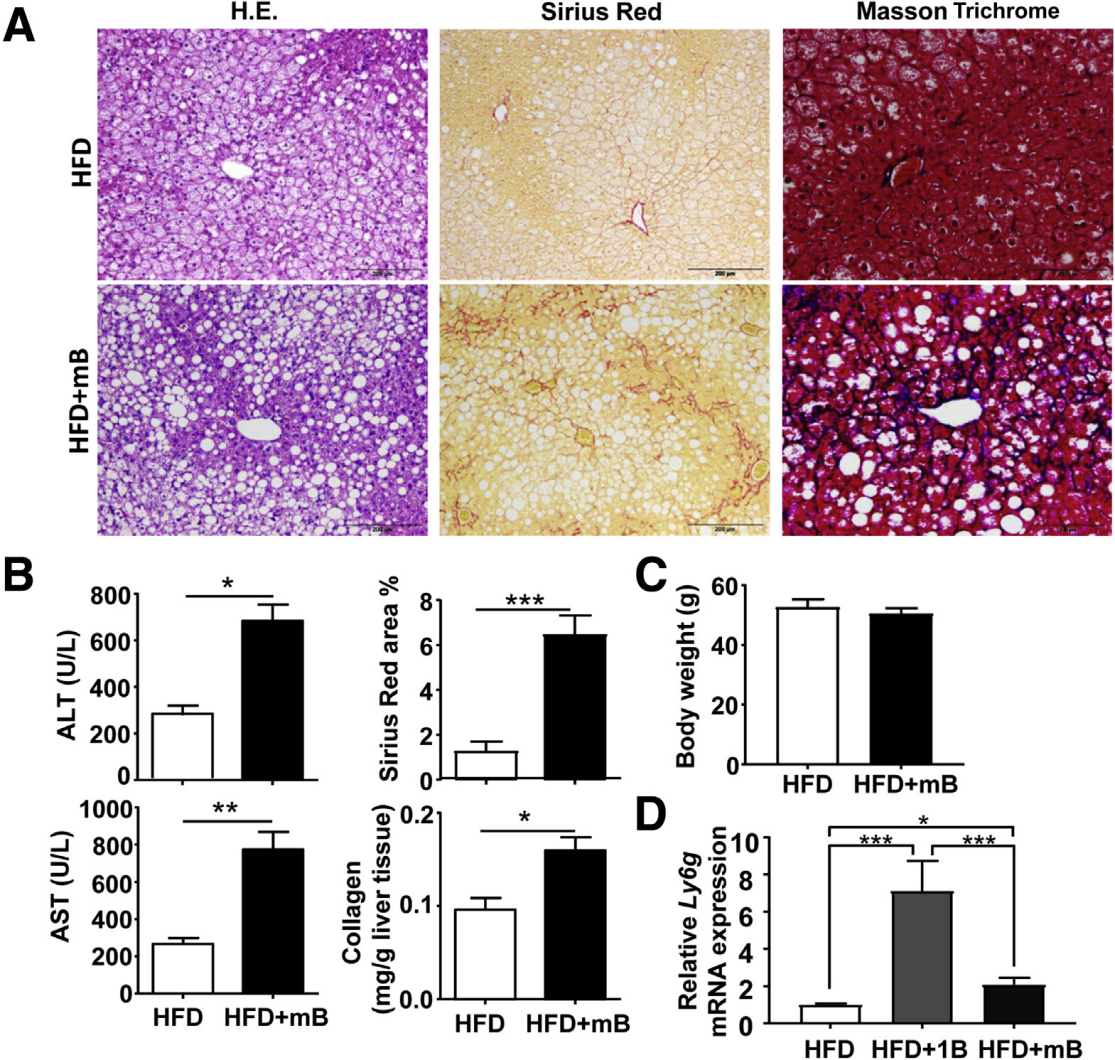
**HFD-plus-multiple binges of ethanol challenge induces liver fibrosis.** (*A–C*) Male C57BL/6J mice were fed an HFD for 3 months, followed by 8 gavages of 5 g/kg ethanol (twice a week) (HFD+mB group), or isocaloric dextrin-maltose (HFD group), while continuing on HFD for an additional month. (*A*) Representative images are shown. (*B* and *C*) Serum ALT and AST levels, liver tissue collagen content, percentage of Sirius Red–positive area, as well as body weight were examined and are shown. (*D*) Liver tissues from different groups were subject to quantitative RT-PCR analyses of *Ly6g* mRNA. N = 6–7 in each group. *P < .05, **P < .01, ***P < .001.

### Evidence for the Involvement of Neutrophils in the Pathogenesis of Liver Fibrosis Induced by HFD+1B Ethanol Feeding

Our previous work documented that neutrophils play an important role in inducing liver damage in the HFD+1B ethanol feeding model.^7^ To test whether neutrophils also contribute to the liver fibrosis in this model, we used 2 approaches to attenuate neutrophil infiltration via the inhibition of CXCL1 or ICAM-1, 2 important mediators for neutrophil infiltration.^16^

As shown in Figure 4*A–C*, blockade of CXCL1 with a neutralizing antibody or genetic disruption of the *Cxcl1* gene markedly attenuated liver fibrosis in the HFD+1B ethanol-fed mice relative to IgG-treated or WT controls, as shown by the reduced Sirius Red–positive area and fibrosis-related gene expression. In addition, body weight gain was comparable between IgG- and anti-CXCL1 antibody-treated mice, and between WT and *Cxcl1* knockout (KO) mice after HFD+1B feeding.

**Figure 4:**
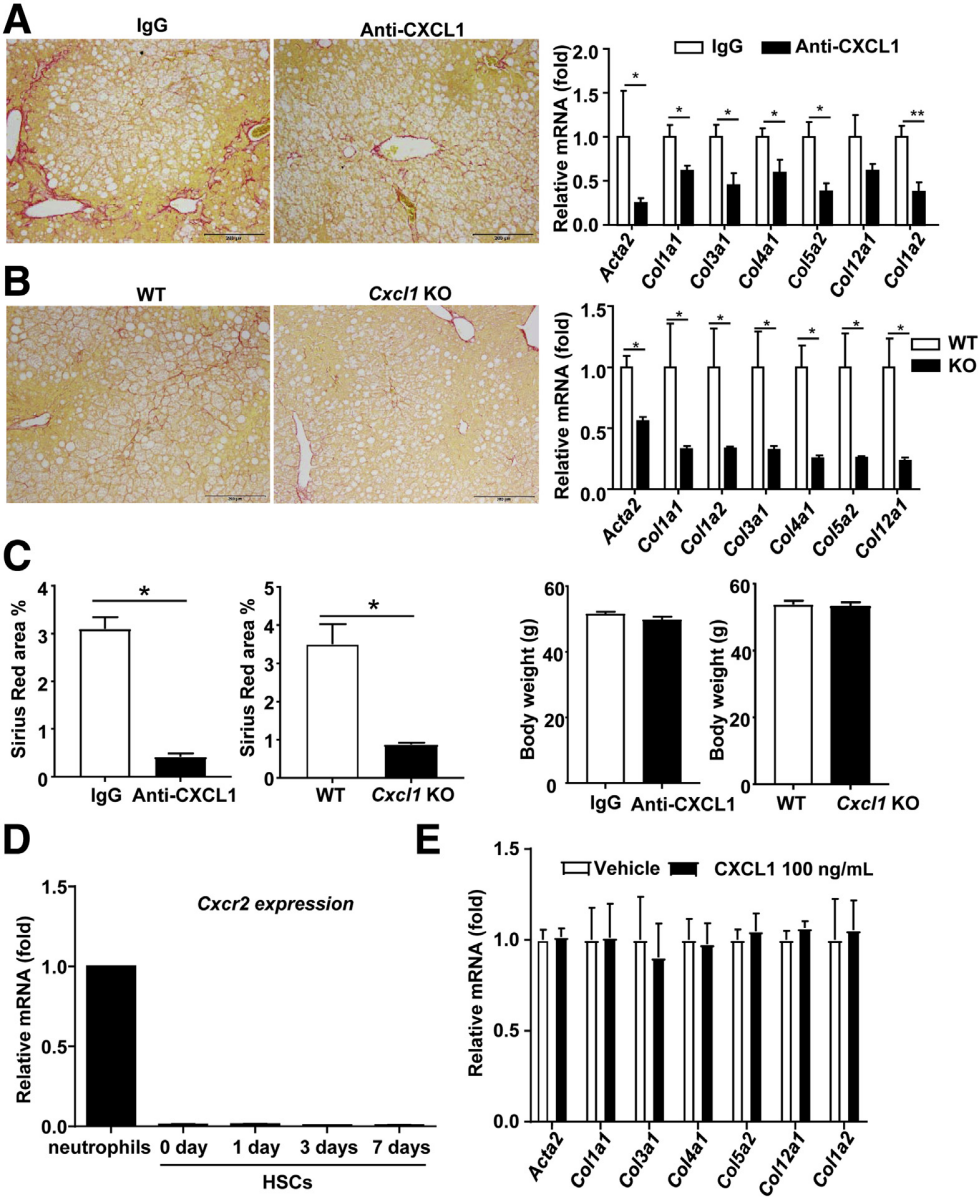
**CXCL1 plays an important role in promoting liver fibrosis induced by HFD-plus-binge ethanol feeding model.** (*A*) Male C57BL/6J mice were fed an HFD for 3 months and then injected intraperitoneally with control IgG or CXCL1 neutralizing antibody. Fifteen minutes later, mice were gavaged with 5 g/kg ethanol. Nine hours later the tissue samples were analyzed with Sirius Red staining and quantitative RT-PCR for fibrosis. (*B*) WT C57B/6J mice and *Cxcl1* KO mice were subject to HFD+1B ethanol challenge, and mice were euthanized 9 hours after gavage. The liver samples were analyzed with Sirius Red staining and quantitative RT-PCR. *Acta2* gene: encodes α-smooth muscle actin. Images represent 1 of 5 fields in each group. (*C*) Percentage of Sirius Red–positive area and body weight in panels *A* and *B* were statistically analyzed. (*D*) HSCs were isolated from C57BL/6J mice and then cultured, and subject to quantitative RT-PCR analysis of *Cxcr2* mRNA. Neutrophils were used as a positive control analysis of *Cxcr2* mRNA. (*E*) Cultured HSCs were incubated with 100 ng/mL CXCL1 or vehicle. Five days later, HSCs were collected and subject to quantitative RT-PCR analyses of fibrosis-related genes. (*A*–*C*) N = 5–6. (*D*) Data were from 2 independent experiments. (*E*) N = 3. *P < .05, **P < .01.

We next wanted to know whether CXCL1 can directly affect HSC activation by analyzing the effect of CXCL1 on isolated HSCs. The CXCL1 receptor *Cxcr2* mRNA was expressed at very low levels in freshly isolated and cultured HSCs, whereas its expression was much higher in neutrophils (Figure 4*D*). Moreover, *in vitro* treatment with CXCL1 had no effect on the expression of collagens in cultured HSCs (Figure 4*E*), suggesting that CXCL1 does not directly induce HSC activation.

As expected, the *Icam-1* KO mice had reduced hepatic neutrophil infiltration compared with WT mice, as shown by the lower number of MPO^+^ neutrophils (Figure 5*A*) and lower levels of *Ly6g* mRNA (Figure 5*B*). Serum ALT levels were lower in the *Icam-1* KO mice than those in WT mice (Figure 5*C*). In addition, Sirius Red and Masson Trichrome staining showed that *Icam-1* KO mice had lower levels of liver fibrosis than WT mice (Figure 5*A*), whereas body weight was comparable between these 2 groups (Figure 5*D*). Hepatic expression of several fibrogenic genes was also lower in *Icam-1* KO mice than that in WT mice (Figure 5*E*).

**Figure 5:**
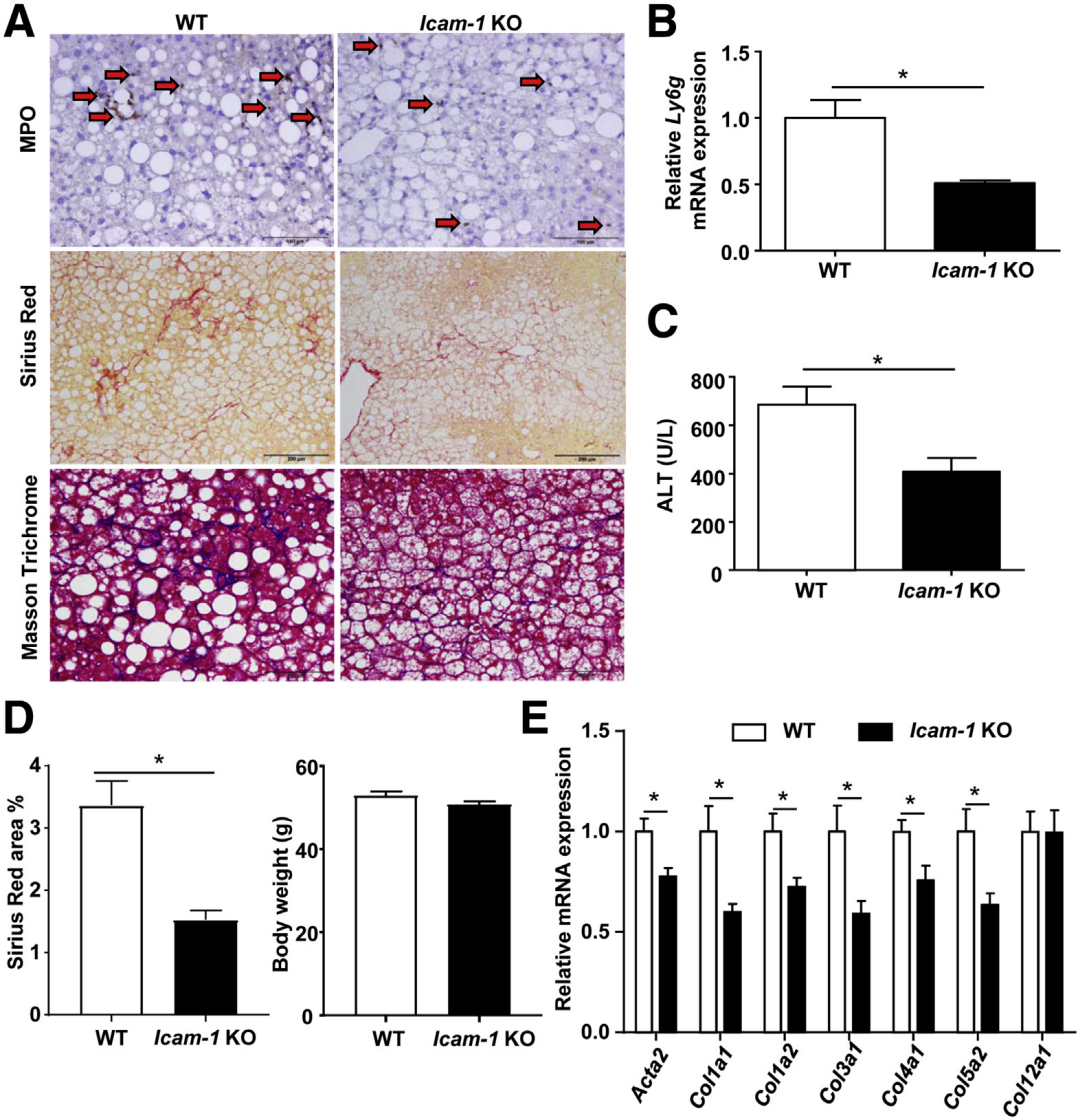
***Icam-1*–deficient mice have reduced hepatic neutrophil infiltration, liver injury, and fibrosis induced by HFD+1B ethanol feeding.** WT and *Icam-1* KO mice were subject to HFD+1B ethanol challenge, and mice were euthanized 9 hours after gavage. (*A*) Liver sections were stained with MPO, Sirius Red, and Masson Trichrome. Images represent 1 of 5 fields in each group. *Arrows* indicate MPO^+^ cells. (*B*) Quantitative RT-PCR analyses of neutrophil marker gene *Ly6g*. (*C*) Serum ALT levels were analyzed. (*D*) Percentage of Sirius Red–positive area and body weight were analyzed. (*E*) Quantitative RT-PCR analyses of fibrosis-related genes. (*B–E*) N = 5–7 in each group. *P < .05.

### ROS Production From Neutrophils Contributes to Liver Fibrosis

Our data suggest that neutrophils not only induce hepatocellular damage but also promote liver fibrosis in the HFD+1B ethanol feeding model. It is known that neutrophils induce hepatocellular damage by killing hepatocytes via the production of ROS.^22^ Here, we showed that HFD+1B ethanol-fed mice, which are known to have massive hepatic neutrophil infiltration,^7^ showed strong hepatic 4-HNE (a marker of lipid peroxidation/ROS) staining, whereas 4-HNE staining was absent in the liver from HFD-plus-maltose binged mice (Figure 6*A*). Thus, HFD+1B ethanol challenge promotes ROS production in the liver. To better define the role of ROS in the liver damage and fibrosis in this model, we used p47^phox^ KO mice. p47^phox^, a critical component of the phagocytic reduced nicotinamide adenine dinucleotide phosphate oxidase, is expressed predominately in neutrophils, where it plays a key role in generating oxidative bursts.^23^ As shown in Figure 6*B–D*, p47^phox^ KO mice had lower levels of hepatic malondialdehyde (ROS marker), Sirius Red staining, and serum ALT and AST compared with WT mice after HFD-plus-binge ethanol challenge, whereas MPO staining and quantitative RT-PCR analysis of neutrophil marker *Ly6g* showed that the number of hepatic neutrophils was comparable between WT and p47^phox^ KO mice. Finally, body weight gain was comparable between WT and p47^phox^ KO mice after HFD+1B challenge (Figure 6*C*).

**Figure 6:**
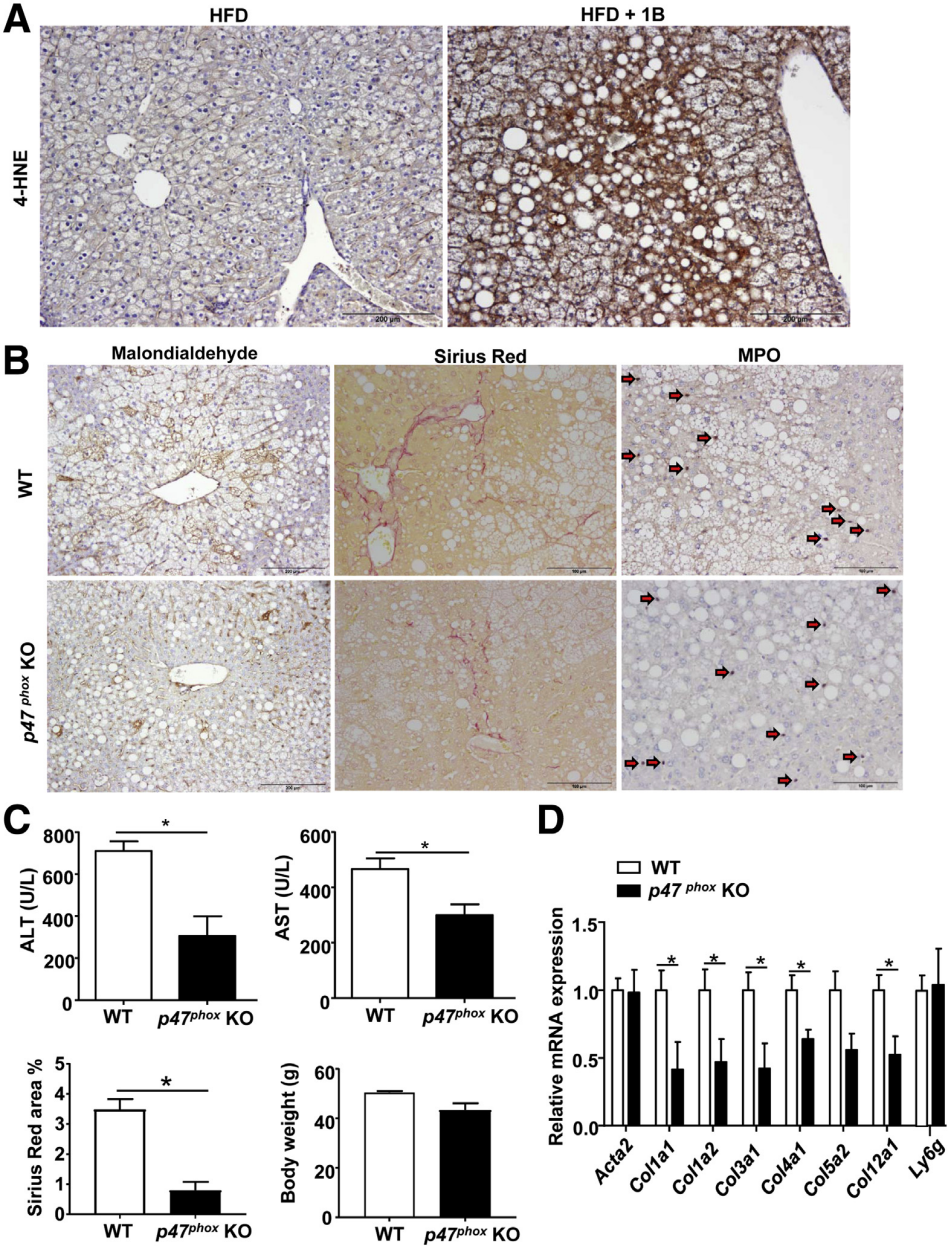
***P47***^***phox***^**KO mice have reduced liver damage and fibrosis in the HFD+1B ethanol model.** (*A*) C57BL/6J mice were subject to HFD+1B ethanol or HFD-plus-maltose (HFD group) challenge. Liver tissues were collected and subject to 4-HNE staining. (*B–D*) WT and *p47*^*phox*^ KO mice were subject to HFD+1B ethanol challenge. Malondialdehyde Sirius Red, and MPO staining were performed on the liver tissue sections. (*B*) Representative images are shown, *arrows* indicate MPO^+^ cells). (*C*) Serum ALT and AST levels, percentage of Sirius Red–positive area, as well as body weight were measured. (*D*) Quantitative RT-PCR analyses of liver fibrosis-related genes and *Ly6g* mRNA. N = 4–7 in each group, *P < .05.

### Engulfment of Neutrophil Apoptotic Bodies Does Not Activate HSCs

Previous studies have documented that HSCs can engulf the apoptotic bodies of hepatocytes and subsequently become activated.^24^, ^25^ Neutrophils are short-lived cells and become apoptotic after activation. Indeed, apoptotic neutrophils frequently were observed in the livers from mice with HFD+1B or HFD+mB mice (data not shown). Thus, we hypothesized that HSCs become activated by engulfing neutrophil apoptotic bodies. To test this hypothesis, HSCs were incubated with neutrophil apoptotic bodies. Our data showed that HSCs significantly engulfed neutrophil apoptotic bodies (Figure 7*A* and *B*), but HSC activation was not enhanced because the expression of fibrosis-related genes were not increased after the engulfment of neutrophil apoptotic bodies (Figure 7*C*).

**Figure 7:**
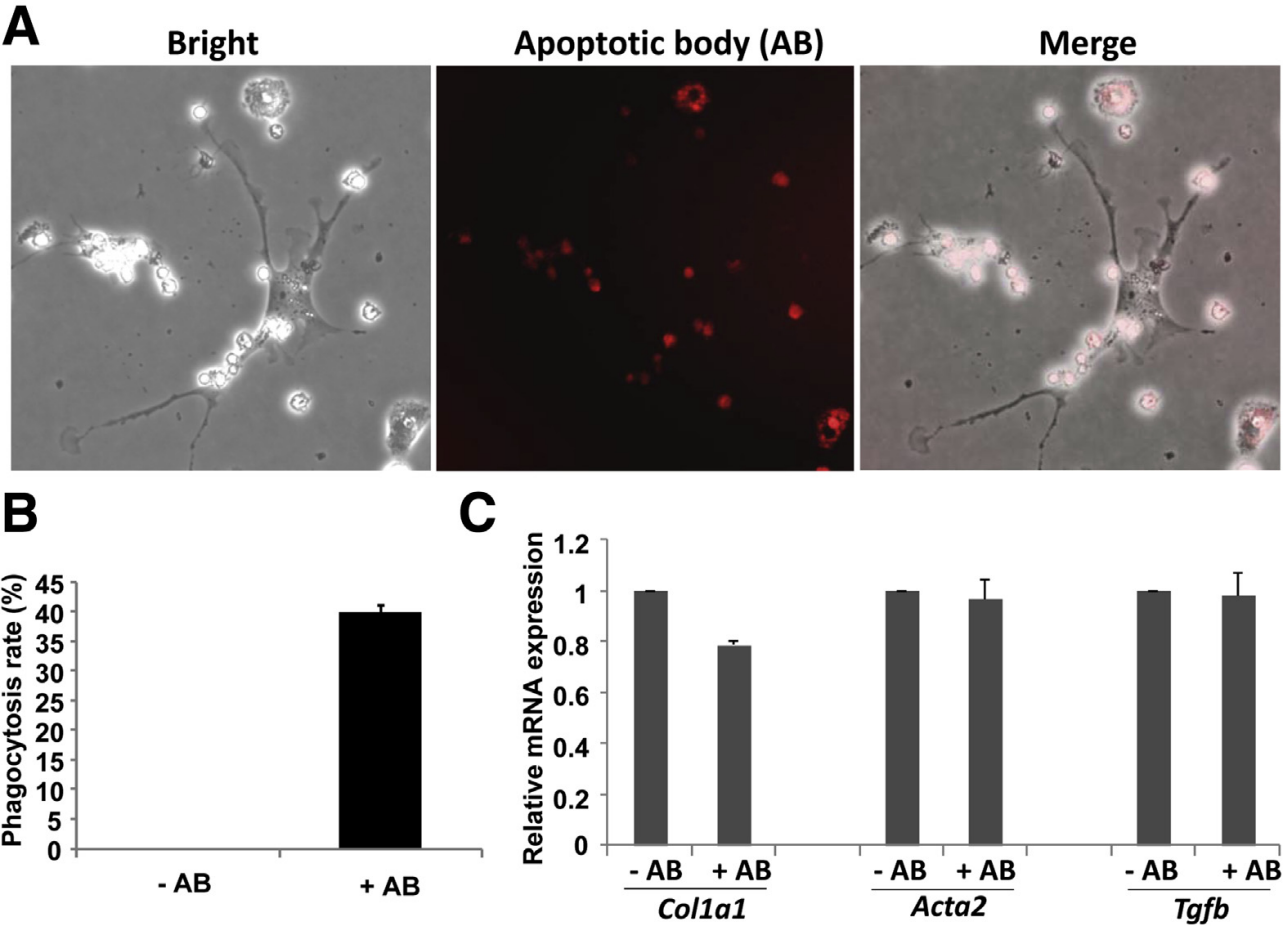
**Engulfment of neutrophil apoptotic body (AB) does not activate HSCs.** Neutrophils from the bone marrow and HSCs from the liver were isolated. The neutrophils were labeled with 5-Carboxytetramethylrhodamine Succinimidyl Ester and exposed to UV to generate apoptotic bodies. These apoptotic bodies were incubated with HSCs for 24 hours. (*A* and *B*) Engulfment was evaluated under a microscope. (*A*) Representative images are shown. (*B*) The phagocytosis/engulfment rate was calculated as the percentage of cells with intracellular 5-Carboxytetramethylrhodamine Succinimidyl Ester-labeled apoptotic bodies. (*C*) HSCs from panel *B* then were collected for quantitative RT-PCR assay to evaluate the expression of Col1a1, α-smooth muscle actin, and transforming growth factor β (Tgfb).

### Activated HSCs Reduce the Spontaneous Apoptosis of Neutrophils Through the Production of GM-CSF and IL-15

To further test whether HSCs and neutrophils interact with each other, we performed immunostaining to determine the co-localization of neutrophils and HSCs. As shown in Figure 8*A*, co-localization of neutrophils (red staining) and HSCs (green staining) was clearly observed in the livers of HFD+ single or multiple ethanol binges.

**Figure 8:**
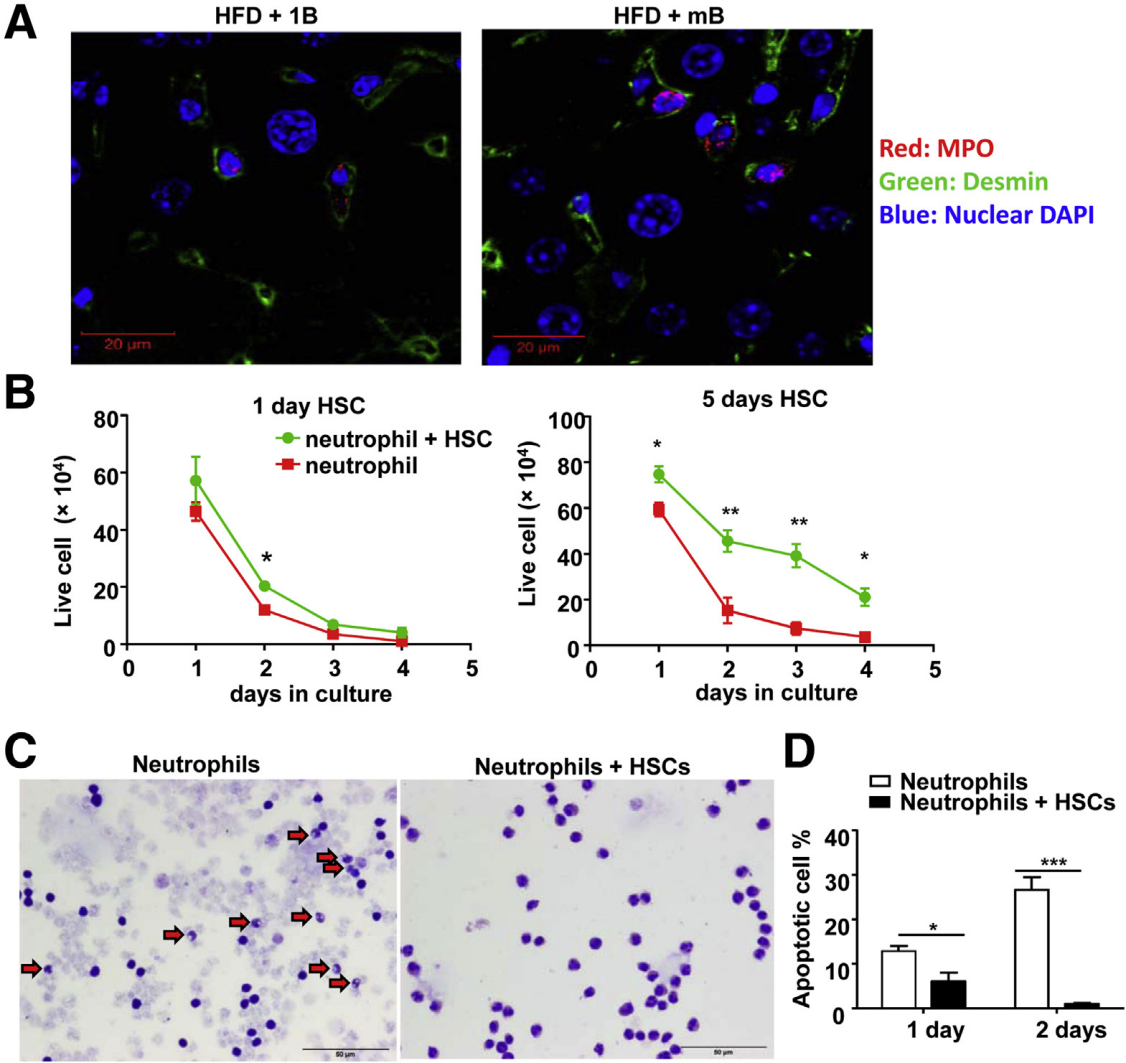
**Co-culture with HSCs reduces apoptosis and promotes survival of neutrophils.** (*A*) Confocal immunofluorescence staining of MPO and desmin (a marker for HSCs) in the liver sections of HFD+1B or HFD+mB ethanol-fed mice. Only a few number of MPO^+^ cells were observed in this figure owing to extremely high magnification from confocal microscope analysis. (*B*) Mouse bone marrow neutrophils were cultured alone or with 1-day cultured HSCs (*left panel*) or 5-day cultured HSCs (*right panel*). The number of live neutrophils was counted and statistically analyzed. (*C*) Wright–Giemsa staining of the neutrophils cultured for 2 days with or without HSCs. *Arrows* indicate apoptotic neutrophils determined according to the morphology. (*D*) Statistical analysis of TUNEL^+^ neutrophils after culture for 1 or 2 days with or without HSCs. (*A* and *C*) Images represent 1 of at least 5 randomly selected fields. n = 3–4 in each group, *P < .05, **P < .01, ***P < .001. DAPI, 4′,6-diamidino-2-phenylindole.

Neutrophils are known to activate HSCs via the production of ROS.^26^, ^27^ Here, we found that neutrophils underwent spontaneous apoptosis when they were cultured *in vitro*. Interestingly, co-culture with HSCs, especially day 5 HSCs, markedly increased the survival of neutrophils (Figure 8*B*). Neutrophils cultured by themselves showed a lot of cell debris and apoptotic features such as a shrinking and dissolving nucleus, whereas neutrophils co-cultured with activated day 5 HSCs were generally healthy as visualized by Wright–Giemsa staining (Figure 8*C*). Moreover, TUNEL staining showed that the percentage of TUNEL^+^ apoptotic neutrophils was lower in cells co-cultured with activated HSCs for 1 or 2 days compared with neutrophils cultured by themselves (Figure 8*D*).

To analyze the mechanisms by which activated HSCs delayed the spontaneous apoptosis of neutrophils, we examined the expression of several cytokines or growth factors that are known to improve the survival of neutrophils. As shown in Figure 9*A*, expression of colony stimulating factor (*Csf*)*3*, which encodes G-CSF, *Il17f*, and *Egf* was lower, whereas expression of *Csf2*, which encodes GM-CSF, and *Il15* was significantly higher in activated HSCs compared with quiescent HSCs. Enzyme-linked immunosorbent assay analyses showed that cultured HSCs produced GM-CSF proteins (Figure 9*B*). Expression of *Hgf* mRNA remained unchanged (Figure 9*A*) and expression of *Il3* and *Il17a* was undetectable (data not shown). Moreover, hepatic expression of *csf2* was not up-regulated, whereas *Il15* expression was increased in mice exposed to HFD+1B feeding (Figure 9*C* and *D*). Finally, compared with hepatocytes, HSCs expressed much higher levels of *Csf2* and *Il15* (Figure 9*E*).

**Figure 9:**
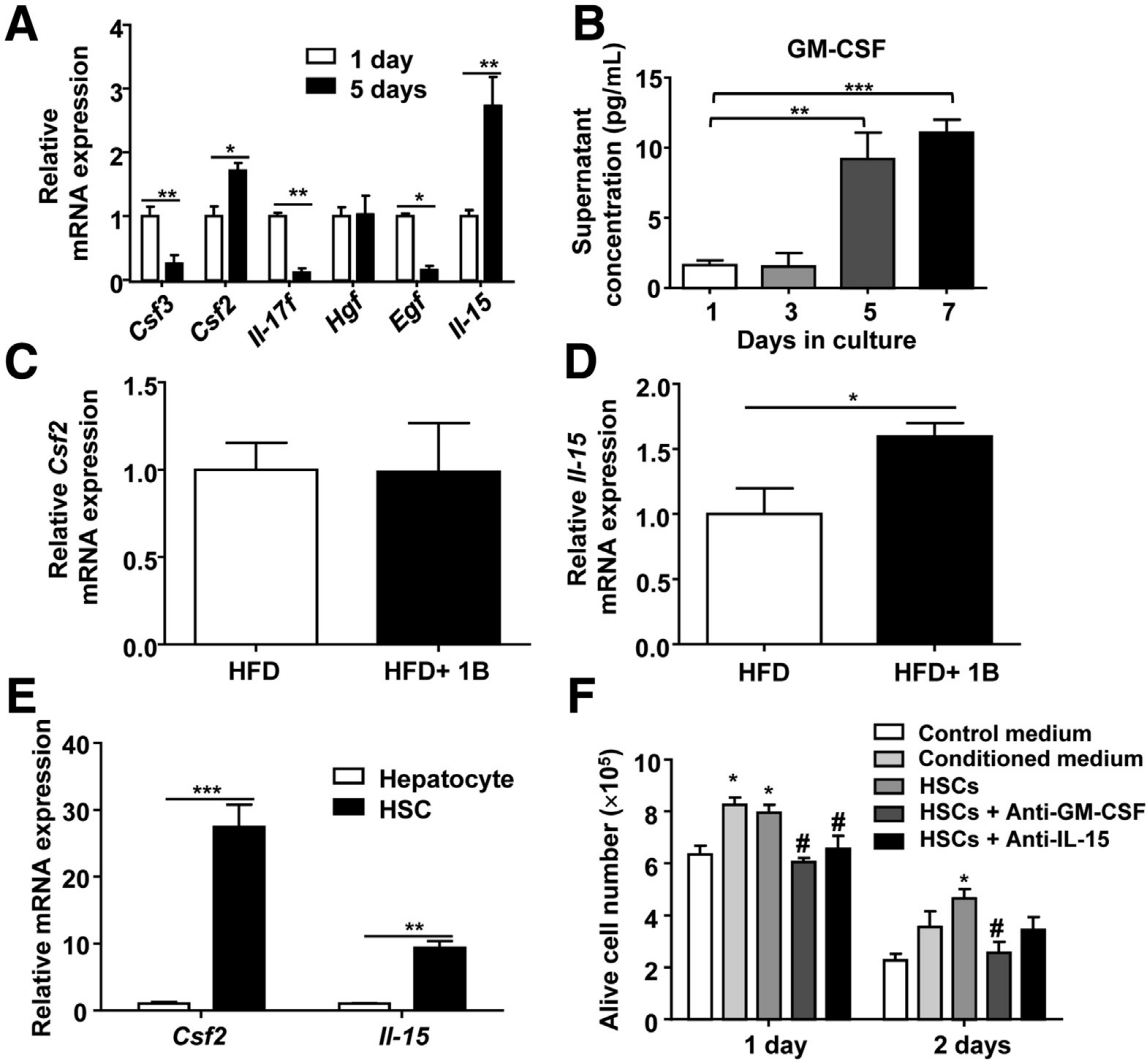
**HSCs delay the spontaneous apoptosis of cultured neutrophils via the secretion of GM-CSF and IL-15.** (*A*) Quantitative RT-PCR analyses of mRNA expression levels of cytokines and growth factors in 1-day or 5-day cultured HSCs. N = 3 in each group. (*B*) Concentrations of GM-CSF from cultured HSCs were analyzed with an enzyme-linked immunosorbent assay. Values were obtained from 4 independent experiments. (*C* and *D*) Quantitative RT-PCR analyses of *Csf2* and *Il15* mRNA expression levels from HFD+1B vs HFD groups. N = 4–6 in each group. (*E*) *Csf2* and *Il15* expression in primary hepatocytes and HSCs after 1-day culture. N = 3–7 in each group. (*F*) Neutrophils were cultured with 5-day cultured HSCs or HSC-conditioned medium as well as neutralizing antibodies against GM-CSF or IL-15 as indicated. The number of live cells was counted and statically analyzed. N = 4–8 in each group. *P < .05, **P < .01, ***P < .001 vs control medium group, ^#^*P* < .05 vs neutrophils + HSCs group. Egf, epidermal growth factor; Hgf, hepatocyte growth factor.

To further determine whether HSC-derived GM-CSF and IL-15 protected against neutrophil apoptosis, neutralizing antibodies against these cytokines were used. As shown in Figure 9*F*, treatment with GM-CSF or IL-15 neutralizing antibodies reduced neutrophil survival in co-culture with HSCs.

## Discussion

Obesity and alcohol abuse are 2 major predisposing factors for liver diseases. Our previous study established a clinically relevant HFD-plus-binge ethanol feeding model to explore the synergistic effect of these 2 risk factors on liver injury,^7^, ^8^, ^9^ and showed a critical role for neutrophils in the hepatocellular damage in this model.^7^ In the present study, we performed microarray analyses and identified that the most up-regulated pathway after HFD-plus-binge ethanol challenge was related to liver fibrosis and HSC activation. Further analyses showed that neutrophils and HSCs reciprocally regulate each other to promote liver fibrogenesis.

It is well established that feeding mice with an HFD diet alone causes massive steatosis but little liver fibrosis. One of the noteworthy findings in the present study was that adding a single or multiple binges of ethanol to chronic HFD feeding resulted in significant fibrosis, as shown by Sirius Red staining, RT-PCR analyses of fibrogenesis-related genes, as well as microarray analyses. We also provide several lines of evidence to indicate that neutrophils contribute to liver fibrosis in this steatohepatitis model. First, blockade of CXCL1, a critical chemokine to attract neutrophils, via the disruption of the *Cxcl1* gene or treatment with a neutralizing anti-CXCL1 antibody, reduced hepatic neutrophil infiltration and liver fibrosis. Second, disruption of the *Icam-1* gene that encodes ICAM-1 protein, a key adhesion molecule for neutrophil recruitment,^16^ also attenuated neutrophil infiltration and liver fibrosis in this model. The possible contribution of neutrophils to liver fibrosis was postulated based on results using an *in vitro* culture system in which neutrophils activate the HSCs to express collagen genes through the production of ROS.^26^ In the current study, we show that disruption of the *p47*^*phox*^ gene, which encodes an important ROS-producing enzyme in neutrophils,^23^ ameliorates liver fibrosis induced by HFD-plus-binge ethanol challenge, providing *in vivo* evidence that neutrophils promote liver fibrogenesis via the production of ROS. Although *p47*^phox^ is expressed predominantly in neutrophils, other cell types (eg, macrophages and so forth) also express p47^phox^ protein at lower levels.^23^ Therefore, it is plausible that p47^phox^ from other cell types also may contribute, to a lesser extent, to liver damage and fibrosis induced by HFD-plus-binge ethanol feeding.

Another important and unexpected finding from our study was that activated HSCs support the survival of neutrophils. Neutrophils have a short half-life of 6–8 hours and the liver is a major site where apoptotic neutrophils are removed via uptake by Kupffer cells.^28^ Spontaneous apoptosis is a key feature of neutrophils, and we also observed apoptotic neutrophils in the liver from HFD-plus-binge ethanol-fed mice. Because it was reported that hepatocyte apoptotic bodies can activate HSCs,^24^, ^25^ we tested the hypothesis that neutrophil apoptosis also may activate HSCs. However, our data showed that *in vitro* exposure to apoptotic neutrophils did not induce HSC activation but, instead, activated HSCs markedly promoted neutrophil survival. Furthermore, we provided 2 lines of evidence that the protective function of HSCs against neutrophil death is mediated via the production of GM-CSF and IL-15, which are 2 growth factors that play a critical role in sustaining the survival of neutrophils.^29^, ^30^, ^31^ First, highly purified HSCs produced high levels of GM-CSF and IL-15. Second, incubation with anti–GM-CSF or anti-IL-15 antibodies diminished the protective function of HSCs against neutrophil death. However, we could not rule out that HSCs also may produce other growth factors in addition to GM-CSF and IL-15 to promote neutrophil survival, and other cell types (eg, hepatocytes, macrophages, and so forth) also may produce survival factors for neutrophils *in vivo*. Interestingly, the genetic polymorphism I148M of the *Pnpla3* gene is strongly associated with steatohepatitis and fibrosis, and primary human I148M HSCs were shown to have significantly higher expression of GM-CSF.^32^ Thus, it is plausible to speculate that the association of the I148M *Pnpla3* gene in HSCs with liver fibrosis is mediated via the production of GM-CSF, which promotes neutrophil survival and activation. In addition, our present data suggest that HSCs also produce IL-15 and this cytokine promotes neutrophil survival. However, a recent study reported that IL-15 exerted a direct antifibrotic function by binding to IL15R on HSCs.^33^ Thus, IL-15 may play a dual role in the control of liver fibrogenesis via the direct inhibition of HSC activation and via the promotion of neutrophil survival.

The next obvious question is what the significance of HSC-mediated induction of neutrophil survival is. It is well known that spontaneous apoptosis of neutrophils ensures the termination of acute neutrophilic inflammation and transition to the resolution or chronic phase during organ damage.^34^, ^35^ One of the beneficial consequences of the prolonged survival of neutrophils is that they may help to clear the damaged hepatocytes during liver injury, but these neutrophils also may nonspecifically cause more hepatocyte damage and liver fibrosis via the production of ROS. In addition, it is known that the liver plays a key role in the activation of innate immunity against bacterial infection, and injured livers may become more susceptible to bacterial infection owing to the decreased antibacterial defense.^36^ Thus, prolonged survival of neutrophils induced by HSCs may help control bacterial infection during liver injury.

### Clinical and Therapeutic Implications

A clear clinical implication of our findings using the HFD-plus-binge ethanol feeding model is that obese individuals with severe fatty liver disease may be vulnerable to develop liver fibrosis, especially upon binge drinking. Patients with fatty liver diseases should be given sufficient education about the consequence of binge drinking and should be monitored more carefully. Our findings also suggest several therapeutic targets for the treatment of steatohepatitis. First, hepatic neutrophil infiltration mediated by CXCL1 is a critical step for both liver damage and liver fibrosis in the synergistic effect of obesity and alcohol binge drinking. High levels of hepatic CXCL1 and CXCL8/IL-8 expression also were reported in human nonalcohol steatohepatitis.^37^ Thus, CXCL1 and CXCL8/IL-8 may be potential therapeutic targets for steatohepatitis. Second, we found a close interplay between HSCs and neutrophils. Neutrophils induce hepatocyte damage but activate the HSCs via the production of ROS, thereby triggering liver fibrosis. Supporting the anti-oxidative capacity of hepatocytes may reduce liver damage and subsequently inhibit liver fibrosis. Finally, activated HSCs may promote the survival of neutrophils. Interfering with this effect by blocking the local function of GM-CSF and IL-15 may alleviate detrimental effects of neutrophils in inducing liver injury and inflammation. However, neutrophils also play an important role in suppressing bacterial infection and promoting liver regeneration.^38^ Recently, a clinical trial reported that treatment with G-CSF improved survival in patients with severe alcoholic hepatitis,^39^ which may be mediated via the G-CSF activation of neutrophils and subsequent inhibition of bacterial infection.^40^ Therefore, anti–GM-CSF treatment, which may be beneficial for the control of neutrophil overactivation, should be used with caution in patients with liver disease.

How the deposited data were processed for this re-analysis (not part of the article)

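Livers of 17 mice were measured on 2-color Agilent oligonucleotide arrays, 1 array per mouse: 4 chow, 4 1B, 4 HFD, and 5 HFD+1B mice. In each array the Cy5 channel held liver cDNA of 1 mouse and the Cy3 channel a reference RNA, which the sample labels describe both as an assortment of mouse RNA and as liver, and it was used only as a common reference. The dye assignment was the same on all arrays, so a dye effect of a probe is common to all groups. The authors scanned the arrays and extracted spot values with Feature Extraction 11.5.1.1. Each deposited scanner file holds 45018 spots with the median signal and median local background of both channels as raw intensity, without normalization. In the same files the authors deposited processed signals, an intensity after background subtraction, spatial detrending, and linear and lowess dye normalization per array, and a ratio of these signals as log10, set to 0 where a channel was not above background. A table deposited by the authors gives the ratio of liver to reference for each of 41174 non-control probes in log2. These values were checked to equal the log2 ratio of the processed signals, with a largest difference of 2.7e-06. All value columns of that table could be assigned to a mouse (0 left over). The files used hold median and not mean spot signals, so the setting without background subtraction uses median foreground signals.

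From the 43379 non-control spots, signals were corrected for background with normexp at an offset of 50, spots that the scanner software marked as outliers were left out, log ratios were normalized by loess within arrays, and spots of 1 probe were averaged (40929 probes had a single spot). Probes were tested when the Cy5 signal was well above background on at least 4 of 17 arrays, the size of the smallest group, and at least 1 value was present in every group (25 probes were left out for lack of one), which gave 34650 probes with 3707 missing values in all. A symbol was found for 35366 of the 41174 probes, for 35340 in the authors' table and for 26 in a reference table of RefSeq accessions only, and 27816 probes had an accession in that reference. The array was annotated on an older mouse genome build than the reference, and no coordinates were used. Calculations used R 4.3.3 with limma 3.58.1 and data.table 1.17.8.

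Group means of all 17 arrays were fitted with limma (lmFit and eBayes), and 5 comparisons were made: 1B, HFD, and HFD+1B each minus chow, HFD+1B minus HFD, and the interaction, which is HFD+1B minus HFD minus the difference of 1B and chow. Probes were called at a fold change of at least 2 and an unadjusted p of 0.05 or less, as Fig. 1B prints, with Benjamini-Hochberg adjustment as an alternative. The interaction was called at an adjusted p of 0.05 or less without a fold threshold. For each gene the probe brightest in Cy5 over all arrays was used. Where a group had no array with the probe well above background, the difference is given as a lower bound ("at least") from Cy5 signals after loess and Aquantile, with each array of that group at its own signal or the lowest signal of a probe well above background, whichever was higher, and without a dye swap it is open to dye bias. A probe of signal near background gives a compressed ratio: the offset of 50 pulls its log2 ratio toward that of the background, and the median Cy5 signal per group was only 68.5 to 107 intensity units. In simulated data with 200 changed probes among 34650, 199 were recovered in HFD+1B against chow, 200 in HFD+1B against HFD, and 198 in the interaction. All simulated changes were larger than the 2-fold threshold, with noise independent between probes and no missing values. Recovery of smaller changes was not tested.

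Lists of genes were tested with camera in limma at a preset correlation of 0.01 between genes, with missing values filled with the mean of the group, and with adjustment over 105 tests of 21 lists. The lists stand for pathway themes of Fig. 1C (hepatic fibrosis and HSC activation, collagens, matrix, neutrophils, neutrophil recruitment, LXR/RXR, xenobiotic enzymes, and acute phase), cell types (hepatocytes, macrophages and Kupffer cells, quiescent stellate cells, sinusoidal endothelium, T cells, B cells, cholangiocytes, erythroid cells, pancreatic acinar cells, and adipocytes), and processes (circadian genes, cholesterol synthesis, and PPAR-alpha targets). They were written from general knowledge, and the collagens and xenobiotic enzymes by rules on symbols. The pathway analysis of the paper was not repeated, since the members of its pathways are not printed.

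The genes named are those the paper names as measured or targeted, 26 in number, the 5 largest rises and falls in HFD+1B against chow and the 5 largest positive and negative interactions among genes with an adjusted p of 0.05 or less and a signal above background on all 17 arrays, and, for the lists and comparisons of the design, the 3 genes with the largest change in the direction of the list mean, each kept only at an adjusted p of 0.05 or less, whether or not the list passed. The rises and falls also had to place every HFD+1B mouse with a value on 1 side of every chow mouse. Ly6g has no probe by that symbol, and Csf3 and Il17a were not well above background in Cy5 on any array, so none of these 3 was tested.

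The alternatives covered background correction (none, or an offset of 0), the scanner software's processed signals and ratios, the authors' table, normalization (median centring, Aquantile, which leaves the log ratios unchanged, scale, or Cy5 alone with quantile normalization), the filter on dim probes (none with 41174 probes, a stricter one with 31947, or both channels with 31215), the samples in a fit, blocks, settings of limma, the methods' tests, the thresholds, the unit counted, the probe of a gene, the list test, and 17 fits that each left out 1 mouse. Scan date was not fitted as a block, since all arrays were scanned on 1 day. The histology, PCR, and cell culture experiments of the paper have no deposited values here and were left out.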

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

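The tests of the Cy3 channel, of outlying HFD arrays, of small RNAs, of a weak hybridization of HFD mouse 3, of the share of hepatocytes in HFD+1B and in HFD, and of the acute phase list in 1B and HFD without 1 mouse, and the fit with the ribosomal RNA signal as a covariate, were chosen after the results they concern had been seen.

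HFD mouse 3 lay apart from the 3 other HFD mice in acute phase genes. Its gap to the nearest of them took 0.933 of the whole range of the HFD group for Lcn2, 0.835 for Saa2, 0.877 for Saa3, and 0.898 for Lrg1, and 0.888 for the mean of the acute phase list, with this mouse the highest each time. Lcn2 was 0.71 in HFD mouse 3 and -3.25 to -2.99 in the 3 others, and the acute phase list was 1.23 above the chow mean and 0.13 to 0.26 above it. These 5 are not independent, since the genes belong to one response, and in all 13 of the 265 groups of single genes and lists examined had a mouse this far out, against 13.2 expected by chance. A swap with an HFD+1B mouse is argued against: on a scale where 0 is the mean of the other HFD mice and 1 the HFD+1B mean, the median position of HFD mouse 3 was 0.12, as for the other HFD mice (-0.10 to 0.19), and the lowest HFD+1B mouse stood at 0.65. A weak hybridization is argued against too, since 80.1% of its probes were well above background in Cy5, the highest share of the HFD arrays (73.8% to 77.4% in the others). An inflammatory state of this mouse alone stays open as an untested biological explanation, and so does a difference in how its liver was taken. Without this mouse, the probes higher in all 3 comparisons with chow fell from 31 to 20, and those lower in HFD than in chow from 409 to 301.

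In other groups 1 mouse stood apart in a single gene: 1B mouse 2 was the highest for Icam1 (gap 0.948 of the range), HFD mouse 2 the highest for Il17f (0.859), HFD mouse 1 the lowest for Vcam1 (0.867), chow mouse 3 the highest for Spp1 (0.846), chow mouse 2 and 1B mouse 4 the highest for Agt (0.836 and 0.884), HFD+1B mouse 1 the lowest for Paqr9 (0.777), and HFD+1B mouse 3 the lowest for Nid1 (0.725). The range of Agt among chow mice was only -0.97 to -0.81. As many such gaps arise by chance alone, and for these genes neither a technical nor a biological explanation was tested.

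The ethanol effect differed between the diets, by the interaction in limma, for ribosomal RNA probes among others. The interaction was 4.65 for Rn18s (adjusted p 0.00152), 4.58 for Rn45s, and 2.53 for Rn28s1. Lars2, which is not one of the ribosomal RNA probes, had 4.32 with a value on only 2 HFD arrays, and was not called without HFD mouse 3 (3.50, adjusted p 0.0722). The mean of the 5 ribosomal RNA probes was 0.44 in chow, -0.36 in 1B, -3.03 in HFD, and 0.17 in HFD+1B, so the interaction comes from a low signal in HFD mice that received maltose. All 4 HFD mice (-3.81 to -2.15) lay below the 13 others (-1.16 to 1.12), which argues against 1 or 2 outlying arrays. The common reference is argued against as the main source: in HFD against chow the mean log2 difference of these probes was -0.51 in the Cy3 signal, -3.99 in the Cy5 signal, and -3.48 in the ratio. A slide effect is argued against as well, since with slide as a block the difference was -3.48. What stays open is less labeling of RNA without a poly(A) tail in the HFD samples. It would lower other such RNAs: 4 of 4 probes of small nucleolar and telomerase RNAs were lower in HFD than in chow, with a mean of -0.62 (camera p 0.00228). That mean rests mostly on Terc (-1.11, adjusted p 0.0021 in limma) and Snord33 (-0.94, adjusted p 0.0145). Snora3 (-0.17, adjusted p 0.383) and Snora52 (-0.24, adjusted p 0.208) were not called. Replication-dependent histone messages, which this explanation would lower too, were not lower as a set. The mean of 36 probes was -0.087 and their median 0.04, with 15 lower (camera p 0.707). Single histone probes were split, with 6 called lower and 0 called higher, so these RNAs together leave the explanation undecided. A lower content of ribosomal RNA in the livers of HFD mice is not excluded and was not tested, since total RNA yields are not given.

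The low ribosomal RNA signal matters for other genes if the factor behind it also acted on them. Over the 13 arrays outside HFD, the slope of each of 34645 probes on the ribosomal RNA signal within groups correlated across probes with the interaction at 0.56, beyond the range of -0.48 to 0.43 obtained when the signal was permuted within groups (1 of 100 as large, the real one included). The corresponding correlations were -0.44 with HFD minus chow (1 of 100) and 0.49 with HFD+1B minus HFD (4 of 100). Since probes are correlated with each other, the permutations and not the number of probes carry this comparison. Part of the 1426 interactions may therefore follow that factor, technical or biological, rather than diet and ethanol. With the ribosomal RNA signal as a covariate, limma called 0 interactions at the adjusted threshold, and 1556 probes had an unadjusted p of 0.05 or less, against 6838 without it. The covariate is nearly collinear with the HFD group, so part of this loss is lost precision. Leaving out 1 mouse moved the interactions to as few as 403 positive and 264 negative, without chow mouse 4. The interaction count itself is larger than most groupings by chance give: with ethanol labels permuted within each diet, 2 of 100 labelings, the real one included, gave as many calls. The other one, with 2594 calls, kept all 9 high-fat labels and 2 of the 8 labels on chow, and so measures mostly the sum of both ethanol effects.

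Further genes chosen by the rule had an interaction that passed: positive for Igfbp1 (4.06), Tat (3.44), Agt (1.32), Klf6 (1.17), Il17f (0.97), and Hdc (0.76), and negative for Neat1 (-3.02), Paqr9 (-2.37), Apoa4 (-2.32), Inhbe (-2.31), and 2010003K11Rik (-2.28). Igfbp1 rests on 2 HFD arrays with a value. Apoa4 was at the same level in HFD with and without ethanol and rose with ethanol on chow. Il17f reversed to -0.30 with the ribosomal RNA covariate, under which none of these interactions passed (adjusted p 0.999 for each). For Agt, Hdc, Apoa4, and Inhbe the call was also lost in several other settings and in most or several fits without 1 mouse, for example Hdc under scale normalization (0.72, adjusted p 0.13) and Apoa4 without HFD mouse 3 (-1.90, adjusted p 0.107). Il17f also lost its call in at least 1 fit without 1 mouse, with an adjusted p of up to 0.0571. Cyp2a4, chosen for its fall in HFD+1B against chow, had a positive interaction too (1.62, adjusted p 0.049). Its dimmer probes had 1.54 (0.0436) and 1.27 (0.104), and its interaction was not followed over the settings. The difference between diets that the design names stays open as the biological explanation, and so does a factor shared with the ribosomal RNA signal (correlation 0.56), technical or biological.

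By camera, a pair of the 21 lists had an ethanol effect that differed between diets: the sinusoidal endothelial list (-0.26, adjusted p 0.0214, 17 of 20 genes lower) and the cholangiocyte list (0.34, adjusted p 0.0428, 11 of 15 higher). Neither passed in fry (adjusted p 0.112 and 0.0615), which called the neutrophil recruitment list instead (0.16, adjusted p 0.0163, and 0.0873 in camera). The endothelial list was higher in HFD than in chow (0.21, adjusted p 0.0344) and at the chow level in HFD+1B (-0.05), so its interaction comes from the HFD group, where the hepatocyte list was lower (-0.37, adjusted p 0.0179). A lower share of hepatocytes in HFD+1B would raise the markers of all other cell types alike, and the fall of the endothelial list argues against it as the cause of both. A lower share in HFD that ethanol ended would lower them alike in HFD+1B against HFD, and the cholangiocyte list, 0.31 higher there with each HFD+1B mouse (0.33 to 0.73) above each HFD mouse (0.07 to 0.27), argues against it as the cause of both. For the endothelial list alone it stays open. A change in cholangiocytes or in endothelium stays open and was not tested.

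Among genes that the paper does not discuss, and that had all HFD+1B mice above every chow mouse, the largest rises were in Lcn2 (6.17), Saa2 (5.24), Apoa4 (5.22), Mt2 (5.14), and Saa3 (5.09). Acute phase genes rose in 1B too (list mean 0.83, adjusted p 1.33e-05) and in HFD (0.47, adjusted p 0.0243) by camera, though not by fry (0.106 and 0.414). The rise in HFD rests largely on HFD mouse 3, without which it was 0.21 (adjusted p 0.397), and it also did not pass without chow mouse 3 (0.38, adjusted p 0.117) or chow mouse 4 (0.40, adjusted p 0.0526). The rise in 1B passed without any 1 mouse. The number of probes called between HFD+1B and chow was reached by only 1 of 100 groupings drawn from those possible for these 9 mice, the real one, which argues against chance as the source of the count. No technical explanation was tested for these rises, and ethanol, diet, and their combination remain the biological ones.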

How the results depend on the processing

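The fit with the ribosomal RNA signal as a covariate and the fold threshold alone on the authors' table were chosen after seeing the data. Except where the setting itself names the reason, the cause of a change was not tested.

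In all settings tried, the 2-fold calls between groups had more probes higher in HFD+1B than lower, against chow and against HFD, and their number changed with the processing. Over the settings other than leaving out a mouse, 233 of the counts stayed within 1.5 times the main count and 103 did not, and over the fits without 1 mouse, 222 did and 16 did not. Of the list results in settings other than leaving out a mouse, 272 kept their direction and their side of the threshold, 14 fell below it, 14 rose past it, and 5 moved across 0 without a call. Of the named genes' results, 2026 kept both, 137 lost and 30 gained a call, 73 moved without a call, and 8 reversed. In the fits without 1 mouse, 227 list results kept both, 4 lost and 7 gained a call, and 1782 results of named genes kept both, 91 lost and 9 gained a call, and 54 moved without one. Aquantile after loess leaves the log ratios unchanged, so its results equal the main ones, are counted here as unchanged, and say nothing about stability. No background subtraction, scale normalization, the filters on dim probes, the trended and robust limma, array weights, the methods' tests at unadjusted p, Benjamini-Hochberg adjustment, and fits of only the 2 groups compared left every count of probes within 1.5 times, and the effect of some of them on lists is given below.

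The settings below gave more calls, listed in the order 1B higher and lower, HFD higher and lower, HFD+1B higher and lower than chow, HFD+1B higher and lower than HFD, higher and lower in all 3 comparisons, and higher and lower in HFD+1B only. With a normexp offset of 0 these were 298, 239, 405, 967, 943, 623, 1095, 456, 49, 37, 594, and 366. With the scanner's processed signals and loess they were 454, 415, 832, 1588, 1326, 930, 1825, 949, 76, 63, 792, and 536. With its log ratios they were 468, 412, 935, 1522, 1318, 940, 1714, 1014, 86, 57, 759, and 554. With the authors' table of log2 ratios they were 490, 405, 967, 1533, 1356, 927, 1729, 1021, 89, 59, 776, and 548. At 1.5-fold they were 597, 537, 695, 1503, 1574, 1165, 1822, 842, 120, 110, 946, and 585, since the threshold is lower. With the fold threshold alone on the authors' table they were 689, 511, 1447, 1702, 1613, 1070, 1946, 1480, 130, 83, 909, and 618. Of the calls against chow, 174 of 1200 in 1B, 315 of 3149 in HFD, and 168 of 2683 in HFD+1B had an unadjusted limma p above 0.05.

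Median centring in place of loess gave 87 probes higher and 639 lower in HFD than in chow, 945 higher and 63 lower in HFD+1B than in HFD, and 1652 positive and 162 negative interactions, and it moved the median of all probes by 0.09 in both of the last comparisons. The share of calls that were higher in HFD+1B than in HFD was 75.2% and became 93.8%, and 62.9% with the authors' table, and for HFD against chow it was 26.3% and became 12.0% and 38.7%. With Cy5 alone 273 positive and 44 negative interactions were called. The methods' t-test with Benjamini-Hochberg adjustment gave 85 probes higher and 60 lower in 1B, 64 and 203 in HFD, 202 higher in HFD+1B than in HFD, and 5 higher and 3 lower in all 3 comparisons. Counted as genes, 264 were lower in HFD, 301 higher in HFD+1B than in HFD, 228 higher in HFD+1B only, and 561 and 359 had a positive and a negative interaction, since a gene counts once.

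The replicate block, with the replicate number of the labels as a block, gave 1643 positive and 1262 negative interactions, 2905 in all, of which 1388 were among the 1426 called without it. Residuals of mice with the same number correlated at 0.156 on average, from -0.128 to 0.469, and those of other mice at -0.0437. Since the numbers largely follow the slides, they were not read as pairs. With slide as a block, negative interactions rose to 905. Scan date as a block was not run, since there was 1 scan day. Without 1 mouse, positive interactions numbered 403 to 1297 and negative ones 264 to 821, lowest without chow mouse 4 and highest without HFD+1B mouse 5. Probes higher in all 3 comparisons numbered 20 to 38, the lowest without HFD mouse 3.

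With the ribosomal RNA covariate, 267 probes were higher and 140 lower in HFD than in chow, 304 higher and 251 lower in HFD+1B than in HFD, 15 higher and 3 lower in all 3 comparisons, and 0 and 0 had a positive or a negative interaction by limma (1556 at an unadjusted p of 0.05 or less). Calls between HFD+1B and chow stayed largely the same probes (822 of 853), while only 76 of 555 were shared for HFD against chow and 195 of 608 for HFD+1B against HFD. The covariate nearly follows the HFD group, which widens the errors of every comparison with it. In this fit alone gene results reversed: Ncf1 to -0.044, Il15 to -0.35, Il17f to -0.41, Col4a6 to -0.16, and Col2a1 to -0.41 in HFD+1B against HFD, and Il17f to -0.30, Rn45s to -0.31, and Lars2 to -0.49 in the interaction. The hepatic fibrosis list in HFD+1B against HFD fell to 0.14 (adjusted p 0.0722), the collagen list to -0.085 there and to -0.12 in the interaction, and the neutrophil list to -0.0045 in the interaction.

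The rise of the hepatic fibrosis list in HFD+1B against chow passed in every setting (0.33 to 0.48) except with an estimated correlation. Its difference between HFD+1B and HFD was 0.20 (adjusted p 0.0243, over all settings 0.00753 to 0.491) and no longer passed with median centring (0.36, adjusted p 0.0883), processed signals (0.19, 0.0561), the scanner's log ratios (0.17, 0.0556), the authors' table (0.18, 0.0508), and the replicate block (0.19, 0.0957). Without 1 mouse it was 0.16 to 0.23 (adjusted p 0.00374 to 0.0947), lost without HFD+1B mouse 4 or 5 and without HFD mouse 1 or 2. Its interaction passed in no setting (0.06 to 0.32, adjusted p 0.0803 to 0.679) and in no fit without 1 mouse (0.10 to 0.17, 0.0557 to 0.434).

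The neutrophil list in HFD+1B against chow (0.23, adjusted p 0.0535, over all settings 0.0052 to 0.491) passed without background subtraction (0.26), with an offset of 0 (0.34), with Cy5 alone (0.25), the authors' table (0.39), no filter on dim probes (0.23), the replicate block (0.24), the slide block (0.25), array weights (0.27), and the median over the probes of a gene (0.24). The list also passed in fry (adjusted p 0.0117), with the mean unchanged at 0.23. It passed in Fisher's test (0.0119) too, which takes no account of direction and counted 5 genes changed at least 2-fold, 4 of them higher. Without 1 mouse the list mean was 0.20 to 0.27, and the list passed in camera in 5 of 17 fits. In HFD+1B against HFD its mean of 0.19 passed in fry (adjusted p 0.0217), and without 1 mouse it was 0.16 to 0.23, passing without HFD mouse 1. With Cy5 alone its interaction moved to -0.036 and the collagen list in HFD+1B against HFD to -0.0058. The LXR/RXR list in HFD+1B against chow, with a mean of 0.29, passed in fry (0.0393) and Fisher's test (1.24e-07, on 6 genes higher and 4 lower), and without 1 mouse it was 0.25 to 0.36, passing without HFD+1B mouse 1 (0.0415).

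Camera with the correlation estimated for each list called 0 of 105 tests (8 at an unadjusted p of 0.05 or less, smallest adjusted p 0.157), against 31 with the preset correlation, 22 of which also passed in fry. In HFD+1B against chow the unchanged means and new adjusted p values were 0.37 and 0.292 for hepatic fibrosis, 0.30 and 0.491 for collagens, 0.48 and 0.439 for matrix, 0.50 and 0.381 for neutrophil recruitment (0.318 in Fisher's test), -0.70 and 0.157 for xenobiotic enzymes, and 1.47 and 0.472 for acute phase, and the hepatic fibrosis list in HFD+1B against HFD had 0.20 and 0.491.

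Chance as the source of the counts is argued against: the real grouping of mice gave more calls than any other that was run, 1 of 35 for 1B against chow (296, at most 84 otherwise), 1 of 35 for HFD against chow (555, at most 146), 1 of 100 for HFD+1B against chow (853, at most 656), and 1 of 100 for HFD+1B against HFD (608, at most 380), where the last 2 comparisons had more possible groupings than the 100 drawn. With only 35 groupings possible, 1 of 35 is the smallest share that this test can give. For the interaction 2 of 100 labelings drawn from 8820, the real one included, gave as many. Without the filter on dim probes, with 41174 in place of 34650 probes, HFD+1B against chow also had 519 higher and 334 lower. The probes left out by the filter thus did not limit that count. An offset of 0 in place of 50 raised the 853 calls in HFD+1B against chow to 943 higher and 623 lower, for a reason not tested.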

Differences from the paper's values

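The fit of the authors' table with the fold threshold alone was chosen after seeing the values.

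The counts of Fig. 1B were compared with 10 counts of probes at 2-fold and an unadjusted p of 0.05 or less. The paper's counts, read by eye, and those found here were: about 690 higher in 1B than in chow (Fig. 1B) and 184; about 510 lower in 1B (Fig. 1B) and 112; about 1400 higher in HFD (Fig. 1B) and 146; about 1700 lower in HFD (Fig. 1B) and 409; about 1600 higher in HFD+1B (Fig. 1B) and 519; about 1100 lower in HFD+1B (Fig. 1B) and 334; about 130 higher in all 3 comparisons (Fig. 1B) and 31; about 83 lower in all 3 (Fig. 1B) and 22; about 910 higher in HFD+1B only (Fig. 1B) and 343; and about 620 lower in HFD+1B only (Fig. 1B) and 189.

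Of the alternatives set before the data were examined, the authors' table of log2 ratios brought 10 of the 10 counts within 1.5 times the paper's (490, 405, 967, 1533, 1356, 927, 89, 59, 776, and 548 in the order above). The scanner's log ratios brought 9 of 10 there, all but the probes higher in all 3 comparisons (86), but their 935 probes higher in HFD are within 1.5 times only of the rounded count and not of the 1447 printed. A threshold of 1.5-fold brought 9 of 10, all but the probes higher in HFD (695). The scanner's processed signals with loess brought 7 of 10, all but the probes higher in 1B (454), higher in HFD (832), and higher in all 3 (76). All the others brought 0 of 10: median centring, Aquantile (which leaves the log ratios unchanged), scale normalization, no background subtraction, an offset of 0, Cy5 alone, the filters on dim probes, the replicate and slide blocks, the limma settings, array weights, fits of the 2 groups compared, the methods' tests, adjusted p, and genes in place of probes. The fold threshold alone on the authors' table, an alternative chosen after seeing the values, brought 10 of 10 (689, 511, 1447, 1702, 1613, 1070, 130, 83, 909, and 618). Of these, 689, 1447, 1070, 130, 83, and 618 equal the numbers printed in Fig. 1B, as do 301 higher and 218 lower in 1B only and 889 higher in HFD only.

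Fig. 1C ranks hepatic fibrosis and HSC activation first among the pathways in HFD+1B against chow. Among the lists used here, which are not the paper's pathways, the hepatic fibrosis list was the fourth of 21 by camera (mean 0.37, adjusted p 9.81e-06), after xenobiotic enzymes (-0.70), acute phase (1.47), and matrix (0.48), and the third by Fisher's exact test. The same figure names a nicotine degradation pathway among those increased; the list of xenobiotic enzymes, which need not match its members, had 51 of 64 genes lower. It also names LXR/RXR activation, whose list here did not pass in camera (0.29, adjusted p 0.19) but passed in fry (0.0393), in Fisher's test (1.24e-07), and in camera without HFD+1B mouse 1 (0.0415). Fisher's test takes no account of direction: of the 10 genes of this list that it counted, 6 were higher and 4 lower.

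The legend of Fig. 1 states synergy of binge ethanol and HFD on fibrosis and neutrophil pathways, without naming a scale. The interaction used here asks for more than the product of both fold changes, and synergy on an additive scale was not tested. The interaction was 0.14 for the hepatic fibrosis list (adjusted p 0.186), 0.10 for the collagens (0.42), 0.09 for the neutrophil list (0.41), and 0.16 for the neutrophil recruitment list (0.0873); of these tests, fry for the neutrophil recruitment list passed (adjusted p 0.0163).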

Other observations

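The test of collagen genes without 1 HFD+1B mouse was set before its result was seen, whereas the mention of dimmer probes followed their values, and the fit with the ribosomal RNA covariate was chosen after the data had been seen.

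The paper measured fibrosis genes by PCR without saying whether the mice were those of the arrays, and the arrays give values for the same genes. Between HFD+1B and HFD, Acta2 differed by 1.41 (adjusted p 2.8e-05 in limma), Col1a1 by -0.18 (0.824), Col1a2 by 0.51 (0.348), Col3a1 by 0.11 (0.785), Col4a1 by 0.18 (0.299), Col5a2 by 0.01 (0.963), and Col12a1 by 0.15 (0.462). The dimmer tested probes of these genes had 1.37 (adjusted p 0.0496) and 0.11 (0.886) for Col1a1, 0.89 (0.00415) for Col4a1, 0.73 (0.0549) and -0.15 (0.188) for Col3a1, -0.033 (0.828) for Col12a1, and 0.32 (0.0968), 0.09 (0.67), and -0.06 (0.815) for Acta2. The collagen list was higher in HFD than in chow by 0.20 (adjusted p 0.183) and in HFD+1B than in HFD by 0.09 (adjusted p 0.427). A rise over HFD could be hidden by HFD+1B mouse 1, in which Col1a1 was -1.76 against -0.25 to 1.20 in the 3 others with a value. Without it the list difference was 0.13 (adjusted p 0.181), which did not pass and leaves the question open with 4 mice. The paper's PCR values are normalized to 18S ribosomal RNA, whose probe Rn18s was lower by 4.03 in HFD than in chow on these arrays (adjusted p 2.96e-05); whether the PCR templates differed in the same way cannot be read from the arrays.

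Other genes that the paper names had these differences between HFD+1B and HFD on the arrays: Icam1 0.00 (adjusted p 0.996 in limma), Ncf1 0.42 (0.0124), Mpo 0.19 (0.319), Cxcr2 -0.05 (0.89), Des 0.32 (0.0213), Tgfb1 0.08 (0.783), Il15 0.52 (0.02), Il17f 0.61 (0.0124), Hgf 0.41 (0.0495), Egf -0.04 (0.709), Pparg -0.12 (0.677), Pnpla3 0.21 (0.433), and Actn2 -0.05 (0.848). Il3 and Csf2 were well above background on 0 of 4 HFD arrays (Il3 also on only 3 of 5 HFD+1B arrays), and were at least 1.11-fold and at least 1.03-fold higher in HFD+1B, bounds too low to tell a change. Dimmer tested probes had 0.52 (0.0238) for Cxcr2, 0.60 (0.00461), 0.18 (0.151), and 0.22 (0.227) for Hgf, and -0.08 (0.787) for Icam1, so Cxcr2 cannot be read as unchanged. Ncf1, Il15, and Il17f reversed with the ribosomal RNA covariate (-0.044, -0.35, and -0.41). Against chow, Ncf1 differed in HFD+1B by 0.12 (0.566), Il15 by 0.02 (0.946), and Il17f by -0.49 (0.0427).

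In HFD+1B against chow the cell type lists had mean log2 differences of 0.48 for cholangiocytes (adjusted p 0.0133 in camera), 0.45 for macrophages and Kupffer cells (0.00582), 0.46 for quiescent stellate cells (0.00582), -0.09 for hepatocytes (0.112), -0.05 for sinusoidal endothelium (0.517), 0.16 for T cells (0.385), 0.20 for B cells (0.938), 0.16 for erythroid cells (0.495), 0.10 for pancreatic acinar cells (0.713), and 0.44 for adipocytes (0.34). The median of the B cell list was -0.02 and that of the endothelial list 0.001, with signs opposite to their means. The process lists had -0.16 for circadian genes (0.281), -0.22 for cholesterol synthesis (0.0641), and 0.15 for PPAR-alpha targets (0.793; median -0.02). In HFD against chow the macrophage list (0.39, adjusted p 3.8e-04), the quiescent stellate list (0.32, adjusted p 0.0135), and the endothelial list (0.21, adjusted p 0.0344) were higher and the hepatocyte list lower (-0.37, adjusted p 0.0179), of which the last 2 did not pass in fry (adjusted p 0.0693 and 0.0935). Cholangiocytes (0.17, adjusted p 0.517), T cells (0.06, 0.793), and B cells (0.11, 0.938) did not pass. A lower share of hepatocytes in HFD was not tested for these differences and stays open.

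PPAR-alpha targets fell by 0.56 in 1B (adjusted p 3.9e-08 in camera), rose by 0.65 in HFD (3.0e-06), and fell by 0.49 in HFD+1B against HFD (1.94e-04). The chow mice were split for this list, with mice 1 and 2 at -0.35 and -0.43 and mice 3 and 4 at 0.45 and 0.33. Chow mouse 2 lay below the highest 1B mouse (-0.41), whereas all HFD mice (0.50 to 0.79) lay above the chow mice. The change in 1B passed in fry (adjusted p 0.0125) but not in camera with an estimated correlation (0.472). Cholesterol synthesis fell by 0.32 in 1B (6.3e-04) and by 0.36 in HFD+1B against HFD (0.00133). The acute phase list rose by 0.83 in 1B (1.33e-05) and by 1.00 in HFD+1B against HFD (1.15e-05), with an interaction of 0.18 (0.343). That interaction depends on single mice. Without HFD mouse 3 the rise in HFD fell from 0.47 to 0.21, which makes the interaction larger. Without 1B mouse 3 the rise in 1B became 1.05, which makes it smaller. The xenobiotic enzymes fell by 0.15 in 1B (0.0034) and by 0.44 in HFD (4.5e-08). In fry, the acute phase, cholesterol, and xenobiotic lists did not pass in 1B (adjusted p 0.106, 0.0948, and 0.106). No technical explanation was tested for these lists.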
